# SSX2 regulates focal adhesion but does not drive the epithelial to mesenchymal transition in prostate cancer

**DOI:** 10.18632/oncotarget.9802

**Published:** 2016-06-02

**Authors:** Jordan E. Bloom, Douglas G. McNeel

**Keywords:** SSX, prostate cancer, CTA, focal adhesion, EMT

## Abstract

Prostate cancer is the most commonly diagnosed malignancy for men in the United States. Metastatic prostate cancer, the lethal form of the disease, has a life expectancy of approximately five years. Identification of factors associated with this transition to metastatic disease is crucial for future therapies. One such factor is the SSX gene family, a family of cancer/testis antigens (CTA) transcription factors which have been shown to be aberrantly expressed in other cancers and associated with the epithelial to mesenchymal transition (EMT). We have previously shown that SSX expression in prostate cancers was restricted to metastatic tissue and not primary tumors. In this study, we have identified SSX2 as the predominant SSX family member expressed in prostate cancer, and found its expression in the peripheral blood of 19 of 54 (35%) prostate cancer patients, with expression restricted to circulating tumor cells, and in 7 of 15 (47%) metastatic cDNA samples. Further, we examined SSX2 function in prostate cancer through knockdown and overexpression in prostate cancer cell lines. While overexpression had little effect on morphology or gene transcript changes, knockdown of SSX2 resulted in an epithelial morphology, increased cell proliferation, increased expression of genes involved in focal adhesion, decreased anchorage independent growth, increased invasion, and increased tumorigenicity *in vivo*. We conclude from these findings that SSX2 expression in prostate cancer is not a driver of EMT, but is involved in processes associated with EMT including loss of focal adhesion that may be related to tumor cell dissemination.

## INTRODUCTION

Prostate cancer is the most commonly diagnosed malignancy of men in the United States [1]. The majority of newly diagnosed prostate cancer can be cured with radiation therapy or surgery [2, 3]. However, approximately 1/3 of patients following treatment with surgery or radiation therapy will recur and eventually progress to metastasis. Metastatic prostate cancer, and metastatic disease progressing beyond initial androgen deprivation therapy is lethal, with a life expectancy of approximately five years [4]. This is despite the approval of several new therapies within the last few years that have on average each extended survival by a few months [5–8]. The identification of proteins involved in prostate cancer metastasis that might serve as targets for new therapies is consequently of high relevance to this disease.

One potential target of interest is the SSX gene family. The SSX family of proteins are cancer-testis antigens (CTAs), a group of proteins whose normal expression is restricted to immune-privileged testis germline cells, but display aberrant heightened expression in many different types of cancer [9, 10]. These immune-privileged germ cell tissues lack HLA class I molecules [11]. Therefore in theory, any CD8^+^ T cell-targeted therapy directed towards a CTA should be specific for cancer cells, effectively ignoring germ cells or other normal somatic cells, making these particularly interesting targets for immune-based therapies [12]. We previously screened the sera of prostate cancer patients against an expression library of 29 CTA family members, and identified SSX2 as one of the most commonly recognized CT antigens [13]. Importantly, we have shown SSX proteins are expressed solely in metastases and not in primary prostate tumors [14].

Despite the interest of our group and others in the SSX family as therapeutic targets, the function of the SSX family of proteins is largely unknown. An understanding of its function and whether it has oncogenic activity given its expression in metastatic disease is therefore critical. SSX family members have been shown to possess two highly conserved domains: a Kruppel-associated box (KRAB) domain, and an SSX repression domain (SSXRD) [15]. Both regions have been shown to act as transcriptional repressors [16], however the targets of these domains remain unknown. SSX has two known binding partners, SSX2IP and RAB3IP [16], both of which are largely uncharacterized. However, SSX proteins have been found to be associated with the epithelial to mesenchymal transition (EMT) [17–19]. Cancer cells undergoing EMT have been shown to have greater invasive and proliferative capacity which can result in dissemination to distal organs, and to initiate metastases formation [20]. SSX knockdown in melanoma and osteosarcoma cell lines results in impaired cell migration, and down regulation of EMT associated genes [18]. Additionally, SSX was found to co-localize with EMT-associated proteins vimentin (*VIM*) and matrix metalloproteinase 2 (*MMP2*) [19]. SSX overexpression in a breast cancer cell line was shown to increase cell proliferation and repress the epithelial marker E-Cadherin (*CDH1*) [17]. Finally, SSX was found to be highly expressed in mesenchymal stem cells as compared to other CTAs [19]. However, there has been no evidence to date SSX is similarly involved with EMT in prostate cancer, and there has been no evaluation of its function in prostate cancer cells.

Our observation that SSX expression is confined to the metastases but not primary tumors suggested SSX may be similarly involved with EMT leading to metastasis formation in prostate cancer. This study aimed to further elucidate SSX's function and expression pattern in prostate cancer, and to specifically determine whether it is involved in prostate cancer EMT. We found through *in vitro* and *in vivo* studies that SSX2 is not a driver of EMT, however its loss leads to morphological changes and increases in proteins associated with focal adhesion.

## RESULTS

### SSX2 was the most frequently expressed SSX family member in prostate cancer metastases and in the peripheral blood of patients with recurrent prostate cancer

The SSX family of proteins consists of 10 highly homologous members [21, 22]. Previous work has demonstrated through IHC of a tissue microarray that one or more SSX proteins were detectable in metastases but not primary prostate cancer tumors [14]. Given the homology among the SSX family members, the precise family member(s) expressed could not be determined in those studies. Therefore, we first evaluated metastatic tissues for the expression of each SSX family member by PCR. Using primers specific for each of the ten SSX family members [14], we screened cDNA obtained from 15 different prostate cancer metastases from different individuals (Figure 1A and 1B). SSX1 and SSX2 were detected in the metastatic samples at rates of 1 of 15 (6%) and 7 of 15 (47%) respectively (Figure 1B). Expression of the other SSX family members was not detected. The one sample with detectable SSX1 expression also had detectable SSX2 expression. Since SSX protein was not previously detected in primary tumors, and has been implicated in EMT, we next evaluated for the expression of SSX in cells in peripheral blood samples. SSX2 was the only family member detected in the peripheral blood, and overall detected in 19 of 54 (35%) patient blood samples (Figure 1C). Importantly, SSX2 expression was only found in patients with recurrent disease, however there was no association between prevalence of SSX2 expression and stage of recurrent disease, or serum PSA level (data not shown). Given these findings we concluded that SSX2 is the SSX family member most relevant to prostate cancer.

**Figure 1:**
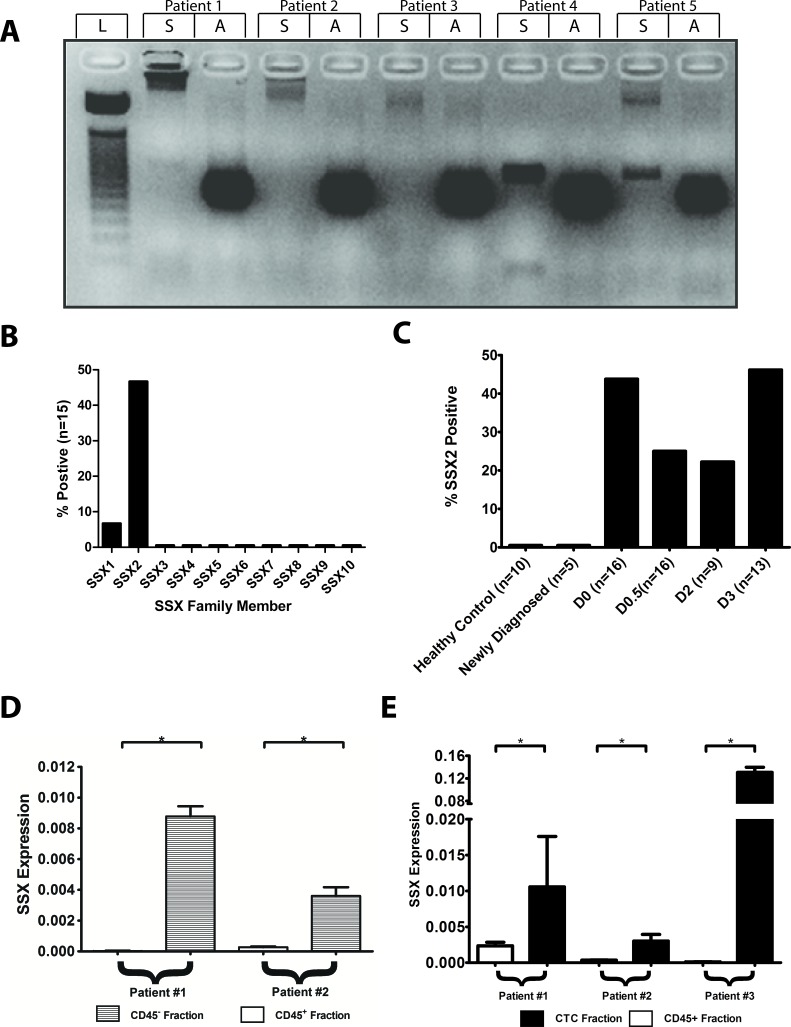
SSX2 is expressed in metastases and circulating tumor cells of prostate cancer patients cDNA libraries from 15 metastatic prostate cancer samples were evaluated for SSX gene expression using primers specific for each SSX family member. **A.** Representative agarose gel of SSX2 expression Key: S = SSX2, A = actin, L = DNA marker ladder. **B.** Summary of findings for all SSX family members in cDNA from metastatic tissues. **C.** SSX2 mRNA was detected in the blood of patients with recurrent prostate cancer by PCR using primers specific for SSX2. Key: D0 = non-castrate, non-metastatic; D0.5 = castrate-resistant, non-metastatic; D2 = castrate-sensitive, metastatic; D3 = castrate-resistant, metastatic. PBMC previously found positive for SSX2 expression were FACS sorted based on expression of cell surface markers. Quantification of SSX2 expression was performed in CD45^+^ or CD45^−^ populations **D.** and CD45^+^ or CD45^−^/EpCAM^+^/CD63^+^ (CTC) populations **E.** * = *P* < 0.05

### SSX2 was detected in a CD45^−^/EpCAM^+^/CD63^+^ cell population in patient peripheral blood

Since we detected SSX2 mRNA in the peripheral blood of prostate cancer patients but not healthy controls, we assumed that the detection was of circulating tumor cells expressing SSX2, rather than, for example, cell-free tumor-associated RNA. Using fluorescence activated cell sorting (FACS), we separated cells into distinct populations of interest, then performed qPCR to analyze those populations for SSX2 expression. We found SSX2 expression was highly enriched in the CD45^−^ (non-hematopoietic) fraction, as compared to CD45^+^ control (Figure 1D). Furthermore, SSX2 was specifically enriched in the CD45^−^/EpCAM^+^/CD63^+^ subpopulation, which marks prostate-specific circulating tumor cells [23] while differentiating from erythroid progenitor CD45^−^/EpCAM^+^ cells (Figure 1E).

### Changes in SSX2 expression level were associated with non-canonical changes in EMT-associated genes

Previous studies in other malignancies have suggested a role for SSX in EMT [17–19]. Given the prevalence of SSX2 in the peripheral blood of patients with prostate cancer, we next questioned whether SSX2 expression in prostate cancer cells was similarly associated with markers of EMT. For these studies we took advantage of prostate cell lines that were previously characterized with respect to SSX2 expression [14]: 22Rv1 (a prostate cancer cell line with high SSX2 expression), LNCaP (a prostate cancer cell line with low SSX2 expression), DU145 and PC3 (prostate cancer cell lines with no SSX2 expression), and RWPE-1 (a prostate epithelial cell line with no SSX2 expression). Of note, 22Rv1 is an epithelial cell line and PC3 has a more mesenchymal phenotype, suggesting that SSX2 expression itself was not necessarily associated with a mesenchymal phenotype. To study changes in EMT associated with changes in SSX2 expression, we knocked down expression of SSX2 in the 22Rv1 cell line using an shRNA plasmid specific for SSX2, and verified by qPCR and ELISA (Figure 2A) and 2B). Conversely, the non-SSX2 expressing prostate cell lines (DU145, PC3, RWPE-1) were transfected with a mini-intronic plasmid encoding SSX2 to generate cells which ectopically overexpressed SSX2, and confirmed by qPCR and ELISA (Figure 2B and 2C). Upon transfection of the SSX knockdown plasmid, the 22Rv1 line began to exhibit a rounded morphology, less clumping, and “cobblestone” appearance (Figure 2D and Supplementary Figure 1). Upon overexpression of SSX2 in DU145, PC3, or RWPE lines, we observed no change in cell morphology (data not shown). We then evaluated genes with known EMT involvement by qPCR in the SSX2 knockdown and ectopically overexpressed cell lines (Figure 2E and 2F). SSX2 knockdown in the 22Rv1 line resulted in altered expression of EMT associated genes, but not in a canonical pattern typical of “drivers” of EMT (e.g. a “driver” would increase expression of Twist1 (*TWIST1)*, Zeb2 (*ZEB2*), Vimentin (*VIM*), Snail (*SNAI1*), Slug (*SNAI2*) and N-Cadherin (*CDH2)*, and decrease E-Cadherin (*CDH1)*). Rather, knockdown of SSX2 in the 22Rv1 line led to Twist1 being highly downregulated while Zeb2 and Vimentin were highly upregulated, and no change was seen in Snail or Slug (Figure 2E). Overexpression of SSX2 in the SSX negative prostate cell lines resulted in no or ambiguous changes in EMT associated genes. However, canonical changes in EMT-associated genes were detected following SSX2 overexpression in the LNCaP line (Figure 2F). Specifically, the transcription factor *ZEB2*, collagenase *MMP2*, and N-cadherin were upregulated in response to SSX2 overexpression (Figure 2F). These gene expression changes in the SSX2 overexpressing LNCaP line were not inversely related to the gene expression changes following knockdown of SSX2 expression in the 22Rv1 cell line, or seen in PC3 or DU145 cell lines. Taken together, these results suggested that SSX2, while associated with changes that occur with EMT, is by itself not a driver of EMT in the context of prostate cancer. The finding that SSX2 overexpression led to gene changes in one cell line but not another further suggested SSX2 may require additional cofactors for function. Therefore, we hypothesized one or both of SSX's known two binding partners, SSX2IP and Rab3IP, may have been responsible for EMT associated gene changes in the LNCaP but not RWPE-1. However, expression of these binding partners was detected within an order of magnitude in examined cell lines and did not appear to account for the differences observed following SSX2 knockdown or overexpression (Figure 2G and 2H).

**Figure 2:**
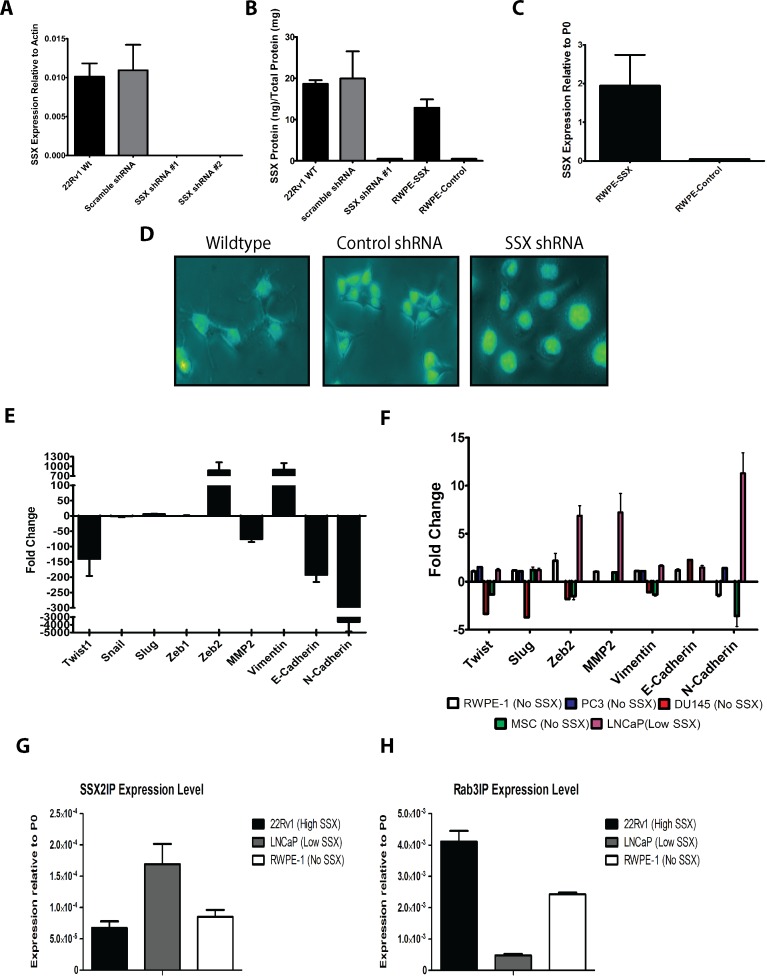
SSX2 modulated expression of EMT associated genes, but did not drive the EMT transition **A.** qPCR for SSX2 expression wild type (WT) and two different shRNA transfected and control (shRNA scramble) 22Rv1 cell lines. **B.** SSX2 protein quantification using ELISA in SSX shRNA and control cell lines. **C.** SSX2 expression by qPCR, relative to P0 housekeeping protein, in RWPE-1 cells transfected with empty vector or to express SSX2. **D.** 30x Microscopy images of Hoechst-stained shRNA transfected 22Rv1 cell lines or wildtype 22Rv1. **E.** Fold change by qPCR of EMT associated genes (Twist1, Snail, Slug, Zeb1, Zeb2, MMP2, Vimentin, E-Cadherin, N-Cadherin) in shRNA transfected 22Rv1 cell lines compared with scramble control transfected 22Rv1 cells. **F.** Fold change of EMT associated genes in cell lines transiently overexpressing SSX2 *vs* empty vector transfected control in different cell lines (MSC = human mesenchymal stem cell line). Expression levels of RAB3IP **G.** and SSX2IP **H.** genes in 22Rv1, LNCaP, and RWPE-1 cell lines by qPCR.

### Microarray analysis revealed SSX2 has an association with focal adhesion

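Expression was measured on 9 arrays of the 22Rv1 line, a human prostate cancer cell line. The SSX2 knockdown line (KD) was transfected with an shRNA plasmid against SSX2, the scramble control (SCR) with a scramble shRNA, and both were kept under neomycin. Wildtype cells (WT) were not transfected, and each of the 3 groups has 3 arrays. These are labelled as technical replicates, so p-values measure only the spread between technical replicates, not between separately derived lines. The Affymetrix Human Transcriptome Array 2.0 reads a transcript with probes along its length. RNA integrity numbers averaged 2.5 according to the labels, which on the usual scale stands for degraded RNA. The authors normalized the arrays by RMA, and the deposited values are log2 intensities. Array medians lay between 5.41 and 5.50. The median of the 23 background probe sets, which match no human sequence, lay between 3.60 and 3.81, so levels near 4 stand close to background, and a fold change that starts or ends there is a lower bound of the change. Across transcripts, which are not independent, arrays of a group correlated with r = 0.996 to 0.997, SCR with WT arrays with 0.995 to 0.996 and KD with control arrays with 0.956 to 0.961. From these values, 67528 transcripts were tested with limma, with a mean per group over all 9 arrays. A transcript passed at a Bonferroni-adjusted p under 0.05, the correction the methods name. Of these transcripts, 23784 carry 1 gene symbol, 1540 several and 42204 none in the array annotation used here. A gene is represented by its brightest transcript with that symbol alone, or by a pair of symbols that the paper's tables print. Gene lists were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists. The paper's tables, drawn from these same arrays, had been seen by then. Lists that hold genes printed there, such as the annexin, POTE, SSX and Eph families, are therefore not independent evidence.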

To assess other, non-EMT-related, functions of SSX2 in an unbiased fashion, we assessed global gene expression changes in the 22Rv1 SSX2 knockdown line compared to scramble shRNA or wildtype controls by gene microarray. Of 67,528 transcripts analyzed, 2,213 showed a significant decrease and 2,025 showed a significant increase following SSX2 knockdown compared to scramble shRNA control. 

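SSX2, the gene the shRNA was made against, is read by transcripts shared with its near-identical copy SSX2B. The brighter of them measured 11.94 ± 0.0021 (SD over 3 arrays) in SCR, 11.92 ± 0.05 in WT and 5.13 ± 0.07 in KD cells. This is a log2 fold change of -6.81 in KD against SCR (SE 0.05, adjusted p = 7.5e-12 from limma), and the second transcript of the pair fell by 6.66 on the log2 scale. Among named genes, SLITRK6, a neuronal membrane protein, fell by 6.25 and PTPRB, a receptor tyrosine phosphatase, fell by 5.72. COLCA1 fell by 5.37 and COLEC12, a scavenger receptor, fell by 5.31. POTEE, POTEF and POTEI of the primate POTE ankyrin family, whose near-identical members may share probe signal, had log2 fold changes of -5.76, -5.74 and -5.35. GPC6, a glypican, SEMA6A, a semaphorin, FAR2, a fatty acyl-CoA reductase, and the mitochondrial creatine kinase pair CKMT1A/CKMT1B fell as well (-4.94, -4.66, -4.64 and -4.46). In the other direction, MYOF, which takes part in membrane repair, rose by 6.03, ANKRD1, an ankyrin repeat protein, by 5.74 and EDIL3, an integrin-binding matrix protein, by 5.32. RAB31, a small GTPase of vesicle transport, rose by 4.71 and SLC36A4, an amino acid transporter, by 4.70 (highest adjusted p of these 16 genes and pairs 1.0e-07, SE 0.04 to 0.11). The KD levels of SLITRK6 (2.93), POTEE (3.90), POTEF (4.05), POTEI (4.20) and COLEC12 (4.24) and the SCR level of SLC36A4 (3.84) lie close to or under background, so these fold changes are lower bounds. Of 67528 transcripts, 2756 were higher and 3163 lower in KD than in SCR, 1684 and 1910 of them by at least 2-fold. Those with 1 gene symbol number 1845 higher and 1750 lower, and 2130 of the called transcripts have no symbol. With arrays centred on their medians 3057 were higher and 2707 lower, and after quantile normalization 3016 and 2813, so which direction holds more transcripts depends on the scaling. Benjamini-Hochberg adjustment gave 10010 and 15351 and the array number as a block 1826 and 2027. With only KD and SCR arrays in the fit, 1770 were higher and 1997 lower, and without 1 of the SCR arrays 2035 to 2097 were lower. Under the methods' ANOVA with Bonferroni correction 258 were higher and 245 lower, and COLCA1, ANKRD1, EDIL3 and SLC36A4 lost their calls. This ANOVA takes each transcript's spread from the compared arrays alone, without moderation. Its fold changes are those of limma, so a call lost under it is not a smaller change.

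**Figure D1:**
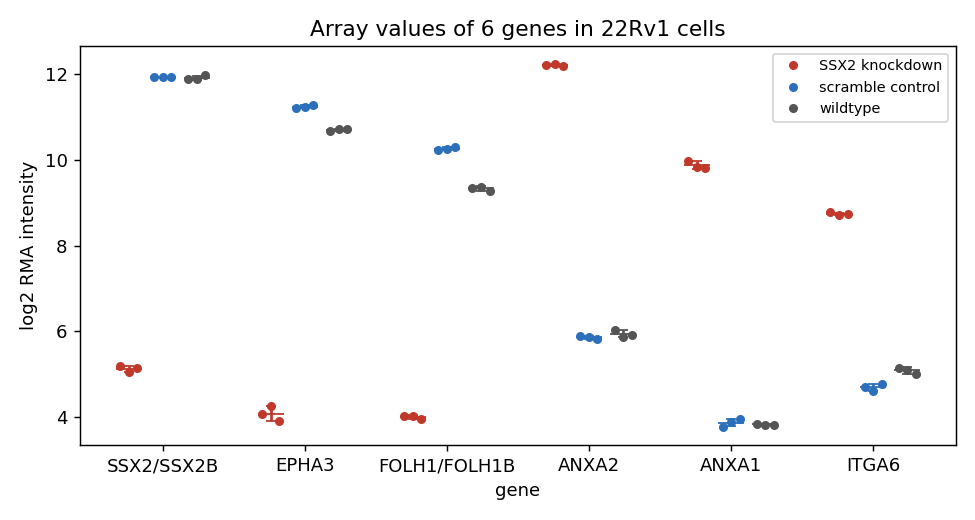
Log2 RMA intensity (vertical axis) of SSX2/SSX2B and 5 other genes (horizontal axis) on each of the 9 arrays of 22Rv1 cells. Points are single arrays of SSX2 knockdown, scramble control and wildtype cells, dashes are group means and bars are SD over 3 arrays. SSX2/SSX2B, EPHA3 and FOLH1/FOLH1B lie lower in the 3 knockdown arrays than in the 6 control arrays, and ANXA2, ANXA1 and ITGA6 lie higher.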

When comparing the control cell lines (scramble control and wildtype) only 107 genes were found to be significantly changed, as compared to 4,238 between KD and SCR (Table 1 and Figure 3A). In particular, many genes related to focal adhesion were found to be upregulated including: *CADM1 ICAM1 COL12A1 EMP3 ITGA6* (Table 2 and Figure 3B). 

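Between the controls, 95 transcripts were higher and 50 lower in SCR than in WT, 42 and 26 of them by at least 2-fold (limma, Bonferroni). NRP1, a coreceptor for semaphorins and VEGF, rose by 2.27 on the log2 scale in SCR (SE 0.04, adjusted p = 6.7e-08), and its level was 9.17 in KD, 9.20 in SCR and 6.93 in WT. ELF5, an epithelial transcription factor, ALDH1A1, a retinal dehydrogenase, LRRC7 and BEX1 rose by 1.84, 1.63, 1.68 and 1.57. Lower in SCR were C1QL4 (-3.40), the calcium-dependent kinase CAMK4 (-3.08), the ephrin receptor EPHA7 (-2.56), the receptor tyrosine kinase KIT (-2.55) and the glutamate receptor subunit GRIN3A (-2.39). KIT stood at 9.91 in WT, 7.36 in SCR and 4.46 in KD. Against WT, 2786 transcripts were higher and 3031 lower in KD. With arrays centred on their medians these counts were 3168 and 2542, and after quantile normalization 3063 and 2765, so this balance too depends on the scaling. Of the transcripts called against SCR, 2526 higher and 2683 lower ones were also called in that direction against WT, where independent lists of these sizes would share 114 and 142. The same KD arrays enter both comparisons. In simulated unchanged groups sharing such arrays limma called 0 in common in either direction (442 higher and 410 lower at an unadjusted p under 0.05). Fold changes against the controls correlated with r = 0.969 across transcripts (0.50 simulated), with a covariance of 0.321 (0.00471 simulated). The 3 KD arrays are too few to split, so part of the excess may come from them. Without 1 of the 6 control arrays, 80 to 95 transcripts differed between SCR and WT (80 without WT 1, 82 without SCR 2, 87 without SCR 3, 89 without SCR 1, 92 without WT 2 and 95 without WT 3), and without WT 1 or WT 2, 1971 or 2001 were lower in KD than in WT.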

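ITGA6, the laminin-binding integrin alpha 6, rose from 4.69 in SCR to 8.75 in KD, a log2 fold change of 4.05 (SE 0.06, adjusted p = 3.4e-09 from limma). EMP3, a small membrane protein, rose by 3.60 (SE 0.06, adjusted p = 1.6e-08) and COL12A1, a fibril-associated collagen, by 3.16 (SE 0.05, adjusted p = 2.0e-08). ICAM1, which binds leukocyte integrins, rose by 3.10 (SE 0.07, adjusted p = 3.3e-07) and CADM1, an immunoglobulin-type adhesion molecule, by 2.99 (SE 0.05, adjusted p = 6.5e-09). These 5 genes rose as a group by camera (adjusted p = 1.8e-06, and adjusted p = 0.032 with an estimated correlation; all 5 also when adjusted over the list alone). Of the 15 genes of Table 2, 11 were measured under their own name or as a pair, and 11 rose, also when adjusted over the list alone (camera adjusted p = 5.1e-11, and adjusted p = 0.033 with an estimated correlation). CAV1, the main protein of caveolae, rose by 3.83, the matrix protein THBS1 by 3.46, the receptor tyrosine kinase MET by 3.30 and the laminin chain pair LAMB3/MIR4260 by 3.15. ITGA3, EGFR and the adaptor SHC1 rose by 2.74, 2.17 and 2.06. Smaller were the rises of vinculin (VCL, 1.18), LAMA5/MIR4758 (0.69) and zyxin (ZYX, 0.66). Both lists were chosen by the study on these samples, so neither is independent evidence of a direction. Genes typical of androgen receptor negative prostate lines, which overlap with these lists, rose too, 27 of 36 measured (31 when adjusted over the list alone). The calls of LAMA5/MIR4758 and ZYX were lost without any 1 of the KD or SCR arrays, both with the array number as a block, and that of ZYX also with only KD and SCR arrays in the fit. Under the methods' ANOVA with Bonferroni correction, ICAM1 and ZYX did not pass.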

We confirmed these findings through flow cytometry by examining the expression of highly regulated cell surface proteins: Annexin A2 (*ANXA2)*, Integrin α6 (*ITGA6*), as well as PSMA (*FOLH1*), on SSX2 knockdown and scramble control 22Rv1 lines. Interestingly, the expression of these proteins was not reciprocally changed on RWPE-1 or LNCaP lines overexpressing SSX2 (Figure 3C).

**Table 1:** Genes with highest fold change following SSX shRNA 22Rv1 cell line from microarray

Fold Change (KD *vs*. SCR)	Gene Symbol	Description
81.65	ANXA2	annexin A2
66.37	ANXA1	annexin A1
65.07	MYOF	myoferlin
49.63	ANKRD1	ankyrin repeat domain 1 (cardiac muscle)
42	EDIL3	EGF-like repeats and discoidin I-like domains 3
33.01	ANXA3	annexin A3
32.26	UCHL1	ubiquitin thiolesterase
26.69	SLC36A4	solute carrier family 36 (proton/amino acid symporter), member 4
26.64	AXL	AXL receptor tyrosine kinase
25.6	RAB31	RAB31, member RAS oncogene family
−25.41	TPTE	transmembrane phosphatase with tensin homology
−25.43	SEMA6A	sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6A
−26.17	FAR2	fatty acyl CoA reductase 2
−29.46	GPC6	glypican 6
−30.02	CKMT1A; CKMT1B	creatine kinase, mitochondrial 1A; creatine kinase, mitochondrial 1B
−31.48	SSX3	synovial sarcoma, X breakpoint 3
−36.78	HMGCS2	3-hydroxy-3-methylglutaryl-CoA synthase 2 (mitochondrial)
−37.59	SCG3	secretogranin III
−38.48	COLEC12	collectin sub-family member 12
−40.56	COLCA1	colorectal cancer associated 1
−42.29	POTEI	POTE ankyrin domain family, member I
−44.2	POTEI; POTEJ	POTE ankyrin domain family, member I; POTE ankyrin domain family, member J
−52.86	PTPRB	protein tyrosine phosphatase, receptor type, B
−54.29	POTEE	POTE ankyrin domain family, member E
−55.45	POTEF	POTE ankyrin domain family, member F
−63.35	AR	androgen receptor
−78.25	SLITRK6	SLIT and NTRK-like family, member 6
−78.75	FOLH1B; FOLH1	folate hydrolase 1B; folate hydrolase (prostate-specific membrane antigen) 1
−112.42	SSX2B; SSX2	synovial sarcoma, X breakpoint 2B; synovial sarcoma, X breakpoint 2
−150.18	EPHA3	EPH receptor A3

**Figure 3:**
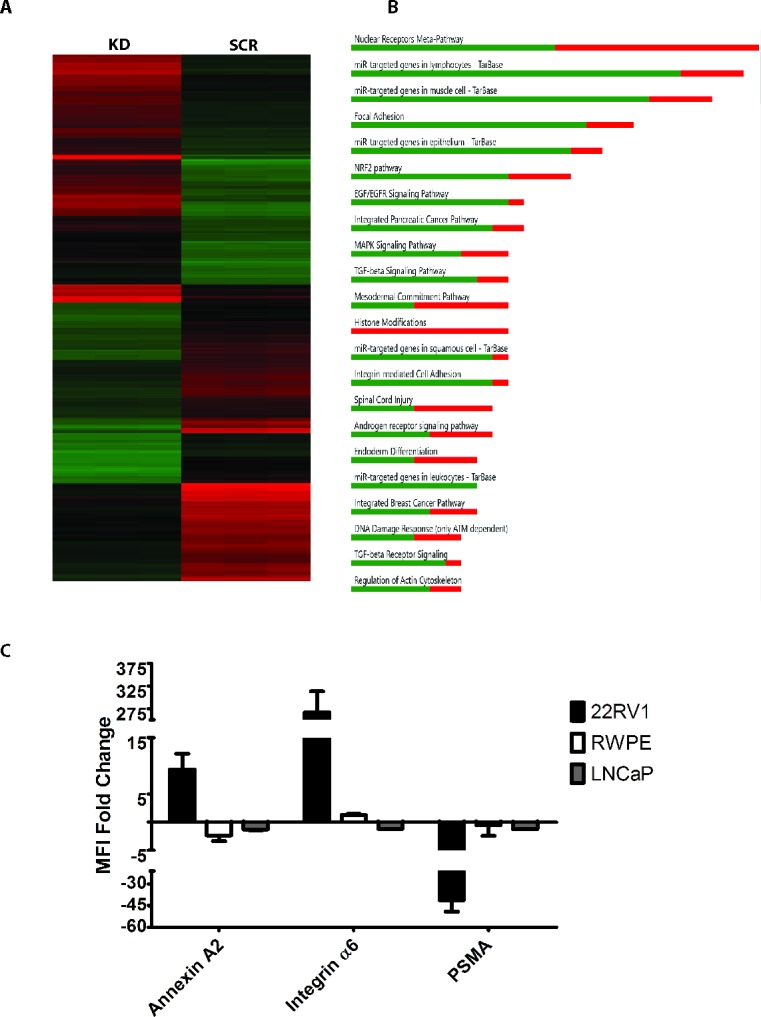
SSX knockdown showed changes in genes associated with focal adhesion **A.** Heat map of regulated genes in shRNA transfected (KD) and control (SCR) 22Rv1 cell lines (red = downregulated, green = upregulated), evaluated in triplicate samples each. **B.** Regulated genes by pathway in SSX shRNA *vs* scramble shRNA (red = downregulated, green = upregulated). **C.** Fold change of mean fluorescence intensity (MFI) of cell surface proteins found by microarray. For this analysis, change is evaluated with respect to mock transfection for 22Rv1 cells (knocked down for SSX2 expression) and RWPE-1 or LNCaP cells (overexpressing SSX2).

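Genes that NRF2, a transcription factor of the oxidative stress response, is known to raise were mostly higher in KD cells. Of 25 measured, 14 rose, 2 fell and 9 did not pass the test against SCR (19 higher and 4 lower when adjusted over the list alone). NQO1, a quinone reductase, rose by 4.61 on the log2 scale (SE 0.07) and ME1, malic enzyme, by 3.10 (SE 0.07). The export pump ABCC2 fell by 1.58, and AKR1C2, an aldo-keto reductase, had a level of 5.89 in KD, 6.98 in SCR and 5.67 in WT. The list's median log2 fold change was 0.81 (camera adjusted p = 8.9e-08, and adjusted p = 0.053 with an estimated correlation). In the EGF family of ligands and receptors, 5 of 13 rose, 3 fell and 5 did not pass (7 higher and 3 lower when adjusted over the list alone). The ligand epiregulin (EREG) rose by 4.73, while the receptors ERBB4 and ERBB3 fell by 2.47 and 1.78 (camera adjusted p = 0.029, and adjusted p = 0.23 with an estimated correlation). Of 29 measured genes of a TGF-beta list, which includes a receptor and ligands, 9 rose, 8 fell and 12 did not pass (9 and 10 when adjusted over the list alone). The receptor TGFBR2 rose by 3.97 and the ligand TGFB2 by 3.91, while BMP2, a bone morphogenetic protein, measured 6.25 in KD, 10.47 in SCR and 8.90 in WT, and PMEPA1, an inhibitor of TGF-beta signalling, fell by 2.82. The median of this list was -0.08 and its mean 0.11, the direction camera gave (adjusted p = 0.57). Among 26 replication-dependent histone genes, limma called 0 higher (5 at an unadjusted p under 0.05) and 1 lower, H2BC26 (-0.78; 2 higher and 6 lower when adjusted over the list alone). Their median was -0.05 (camera adjusted p = 0.74). The call of AKR1C2 was lost without any 1 of the 9 arrays and that of H2BC26 without any but KD 3. Both were lost after quantile normalization and with only KD and SCR arrays in the fit, AKR1C2 also with arrays centred on their medians and H2BC26 with the array number as a block. Under the methods' ANOVA with Bonferroni correction the calls of AKR1C2, ABCC2, EREG, ERBB3, TGFB2, BMP2 and H2BC26 were lost.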

**Table 2:** Fold change of focal adhesion genes

Fold Change	Gene Symbol	Description
16.39	ITGA6	integrin, alpha 6
14.2	CAV1	caveolin 1, caveolae protein, 22kDa
11.13	THBS1	thrombospondin 1
9.74	MET	MET proto-oncogene
8.99	LAMB3; MIR4260	laminin, beta 3; microRNA 4260
7.75	AKT3	v-akt murine thymoma viral oncogene homolog 3
6.71	ITGA3	integrin, alpha 3
4.49	EGFR	epidermal growth factor receptor
4.43	FLNA	filamin A, alpha
4.15	SHC1	SHC transforming protein 1
3.99	LAMA3	laminin, alpha 3
2.28	VCL	vinculin
1.83	PAK1	p21 protein (Cdc42/Rac)-activated kinase 1
1.6	LAMA5; MIR4758	laminin, alpha 5; microRNA 4758
1.58	ZYX	zyxin

### Knockdown of SSX2 expression resulted in phenotypic and functional changes associated with cellular adhesion

The 22Rv1 cell line, and derivatives transfected with SSX2 or scramble shRNA, was next evaluated for differences in phenotype and tumorigenicity. We first examined the growth rate of the different cell lines, and found SSX2 knockdown line demonstrated the highest growth rate while scramble control and wildtype lines were not significantly different (Figure 4A). We next investigated anchorage-independent growth of the SSX2 knockdown 22Rv1 line by colony formation in soft agar. The SSX2 knockdown line was less able to form colonies in the soft agar matrix as compared to scramble shRNA or wildtype control (Figure 4B). To phenotypically evaluate SSX2's effects on focal adhesion we investigated mechanisms reliant on focal adhesion [24–27]. Specifically, we found the SSX2 knockdown line both better able to fill new extracellular spaces (Figure 4C) and invade (Figure 4D) significantly better relative to shRNA scramble control. To specifically examine the effects of focal adhesion inhibition, we incubated SSX knockdown and scramble control with FAK inhibitor 14 and repeated the extracellular space filling “scratch” assay. FAK inhibition abrogated the phenotype seen in the SSX2 knockdown line (Figure 4C) and had no effect on shRNA scramble control cells (Figure 4E). To ensure the observed migration was not affected by changes in cell proliferation, migration and scratch test studies were also conducted in the presence of mitomycin C with similar findings (Supplementary Figure S2) [28]. Taken together, these data corroborate the finding that SSX2 knockdown increases focal adhesion and migration of a prostate cancer cell line.

**Figure 4:**
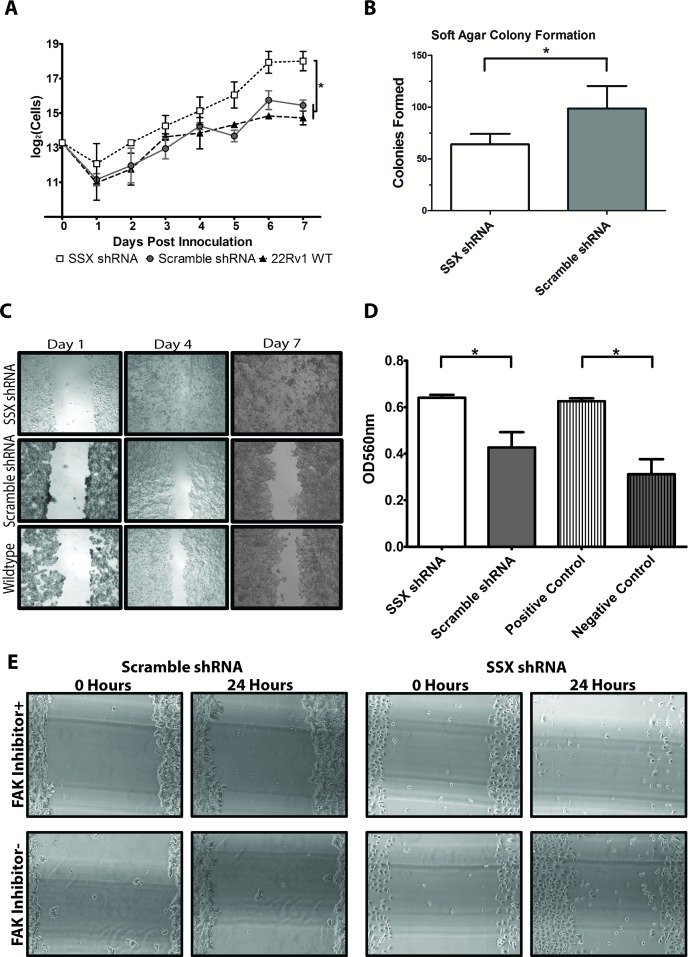
SSX2 knockdown resulted in functional changes in prostate cancer cells associated with adhesion and migration **A.** Quantification of cell proliferation in shRHA transfected and control 22Rv1 cell lines. **B.** Equivalent numbers of SSX shRNA and scramble shRNA 22Rv1 cell lines were plated in soft agar and colonies formed were counted after 7 days. **C.** 10x images of SSX shRNA and scramble shRNA 22Rv1 cell lines were grown to near confluence and a scratch introduced. Cells migrating into the space were imaged at 1, 4, and 7 days later. **D.** Equivalent numbers of SSX2 shRNA and scramble shRNA 22Rv1 cell lines were cultured in serum-free medium in the upper chamber of a transwell plate. Migration into the lower chamber was measured by OD_560_ after 48 hours. Positive and negative controls were as described in Methods. **E.** 10x images of extracellular filling “scratch” assays were conducted as in panel C in the presence or absence of FAK inhibitor 14. * = *P* < 0.05.

### Knockdown of SSX2 expression leads to increased tumorigenicity *in vivo*

Due to SSX2's association with focal adhesion and cell migration, we next investigated the effects of SSX2 knockdown on tumor growth *in vivo*. SCID mice were intravenously injected with 1×10^6^ cells of either the SSX2 knockdown 22Rv1 cell line or scramble shRNA lines (Figure 5). At six weeks post injection the lungs were collected, weighed, and tumor nodules were counted. Mice injected with the SSX2 knockdown line were found to have significantly increased lung weights and more tumor nodules (Figure 5A and 5B).

**Figure 5:**
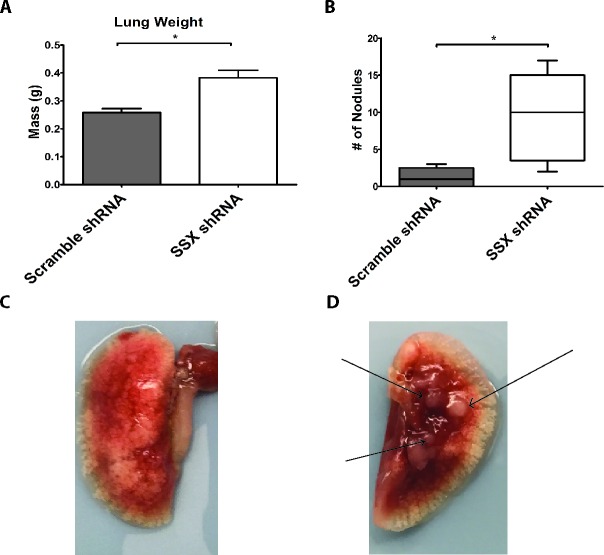
Knockdown of SSX increased tumor formation *in vivo* **A.** SCID mice were intravenously injected with equivalent numbers of SSX shRNA or scramble shRNA 22Rv1 cell lines and lungs harvested after 6 weeks. Shown are the lung weights **A.**, number of surface tumor lesions detected **B.**, and representative images **C.** with arrows pointing to tumor nodules. * = *P* < 0.05.

## DISCUSSION

In this study we have shown SSX2 is the primary member of the SSX family expressed in prostate cancer, expressed in metastases and in circulating tumor cells. This expression pattern in metastases and in circulating tumor cells su­­ggests SSX2 could be functioning, or at least is expressed, in tumor cells with the capacity to disseminate. Using gene expression studies, we found SSX2 is involved with genes associated with EMT and specifically affects genes involved with cell adhesion. Upon knockdown of SSX2 in the 22Rv1 prostate cancer cell line we found that the SSX2 knockdown cells had less anchorage-independent growth, faster growth rate, increased invasion, and increased tumorigenicity in SCID mice. However, expression of SSX2 in prostate cancer cells was not associated with a mesenchymal phenotype, and forced overexpression in different prostate cell lines resulted in no phenotypic changes and no significant EMT-associated gene changes. These data indicate while SSX2 may be expressed in cancer cells undergoing EMT, and prostate cancer metastases, it is likely not an independent driver of EMT.

Given the high amino acid similarity of the SSX family of proteins, our previous study could not readily distinguish which SSX family members were expressed in metastatic prostate cancer using immunohistochemistry [14]. By using rtPCR we were able to demonstrate more definitively that SSX2 is the most frequently expressed member, while SSX1 is less frequently expressed (Figure 1A and 1B). Prior work from our lab has demonstrated that treatment of human prostate cancer cell lines with epigenetic modifying agents (EMAs) can lead to expression of other SSX family members, including SSX3, SSX5, and SSX8 [14]. However in this study, none of these were detected in untreated human tissue samples. In other diseases such as Hodgkin's lymphoma [29], multiple myeloma [30], and head and neck cancer [31] many different SSX family members are expressed. SSX1, SSX2, and SSX4 are expressed in Hodgkin's lymphoma and head and neck cancer, while SSX1, SSX2, SSX4, and SSX5 are expressed in multiple myeloma. In the case of multiple myeloma, expression of multiple SSX family members leads to worse prognosis and survival time [30]. These examples differ from prostate cancer where we predominantly saw only SSX2 expression, and there was no increase in the prevalence of SSX2 expression in PBMC from patients with more advanced stages of recurrent disease. Additionally, we found SSX2 is expressed in a CD45^−^/EpCAM^+^/CD63^+^ cell subset in the blood of patients with prostate cancer (Figure 1E), a cell subset specifically representing prostate-specific circulating tumor cells [23]. Thus, this is the first report of SSX2 expression in human CTC.

Our data indicate that SSX2 is involved in processes related to EMT in prostate cancer, notably focal adhesion, potentially accounting for the prevalence of expression in circulating tumor cells, but is itself not a driver of EMT. 22Rv1 cells that express SSX2 underwent a morphological change from a spiked appearance to a rounded epithelial appearance following SSX2 shRNA knockdown (Figure 2D) and S1). SSX2 knockdown, in the 22Rv1 prostate cancer line, demonstrated a large fold change in many different EMT associated genes (*TWIST1, ZEB2, MMP2, VIM, CDH1, CDH2*) however these genes did not respond in an anticipated or canonical way (Figure 2E). For example, both E-cadherin and N-Cadherin were down regulated, and the transcription factors Zeb2 and Twist1 were in opposition. Canonically, we expect EMT associated genes to move in the same direction when transitioning between epithelial to mesenchymal, and the cadherins to move in opposition (E-cadherin to decrease while N-cadherin increases, and vice versa). In fact, we found when knocking down SSX2 expression in the 22Rv1 line, N-cadherin expression was shut off while E-cadherin was down regulated. Curiously, while overexpression of SSX2 in the LNCaP cell line resulted in modest changes in EMT-associated genes (as expected), we saw low or no change in EMT genes following overexpression of SSX2 in SSX2 negative prostate cancer cell lines (Figure 2F). 

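Epithelial genes were mostly lower in KD than in SCR cells on the arrays. Of 39 junction, keratin and epithelial-programme genes, 22 fell, and limma called 0 higher (5 at an unadjusted p under 0.05; 5 higher and 28 lower when adjusted over the list alone). GRHL2, a transcription factor that keeps epithelial genes active, fell by 4.27 on the log2 scale (SE 0.04) and ESRP1, an epithelial splicing regulator, fell by 3.29 (SE 0.10). The keratins KRT8 and KRT18 and the adhesion molecule EPCAM, chosen after their values were seen, had log2 fold changes of 0.08, 0.10 and 0.01 and did not pass. The list's median was -0.68 (camera adjusted p = 3.8e-06, and adjusted p = 0.084 with an estimated correlation). Mesenchymal genes went both ways, with 8 of 37 higher and 5 lower (12 and 7 when adjusted over the list alone; camera adjusted p = 0.18). The receptor tyrosine kinase AXL rose by 4.75, while caldesmon (CALD1) fell by 1.81 and TCF4 by 1.63. Of the 9 genes the study measured by qPCR, 8 were tested on the arrays, all but ZEB2. The filament protein vimentin (VIM) rose by 3.96 (SE 0.09, adjusted p = 1.6e-07 from limma) and the repressor ZEB1 by 2.30 (SE 0.07, adjusted p = 3.4e-06). N-cadherin (CDH2) fell by 1.08 (SE 0.05, adjusted p = 1.5e-04) and E-cadherin (CDH1) by 0.69 (SE 0.05, adjusted p = 0.0057). TWIST1 had a log2 fold change of -0.49 (SE 0.04, adjusted p = 0.045), SNAI1 of 0.73 (adjusted p = 0.17), SNAI2 of 0.47 (adjusted p = 0.28) and MMP2, a collagenase, of -0.04 (adjusted p = 1). That makes 2 higher and 3 lower (4 and 3 when adjusted over the list alone), in the panel the study measured by qPCR (camera adjusted p = 0.48). The list of androgen receptor negative prostate lines, which holds VIM and AXL, had a camera adjusted p of 3.1e-17, and 0.032 with an estimated correlation. Of its 36 measured genes, 24 are not printed in the study's tables or qPCR panel. The values of members in those tables had been seen, so the list is not fully independent evidence. TWIST1 lost its call with arrays centred on their medians, after quantile normalization and without any 1 of the 9 arrays, CDH1 without any 1 of the SCR arrays, KD 2 or KD 3, and both with the array number as a block and with only KD and SCR in the fit, where 14 epithelial genes fell (14 also without SCR 1). With the methods' ANOVA and Bonferroni correction 1 epithelial gene fell and 3 mesenchymal genes rose. The calls of ESRP1, CALD1, TCF4, VIM, ZEB1, CDH1, CDH2 and TWIST1 were lost under it, with the same fold changes but an unmoderated spread. SNAI1 and SNAI2 passed with Benjamini-Hochberg adjustment in limma.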

SSX's involvement with EMT was further supported by the microarray data of SSX knockdown in 22Rv1 cell line (Figure 3 and Supplementary Table S1). 

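EPHA3, a receptor tyrosine kinase that binds ephrin-A ligands, fell from 11.25 ± 0.03 (SD over 3 arrays) in SCR to 4.08 ± 0.17 in KD cells, with 10.71 ± 0.03 in WT. Its log2 fold change was -7.17 (SE 0.08, adjusted p = 2.4e-10 from limma), lowest in rank among transcripts with 1 gene symbol and a lower bound, as the KD level is close to background. Of 21 Eph receptors and ephrins measured, 5 fell, 2 rose and 14 did not pass the test (12 lower and 2 higher when adjusted over the list alone). The ephrin ligand EFNA5 rose by 2.19 and the receptor EPHA2 by 2.12, while EPHA7 had a log2 fold change of -2.21 against SCR and -4.77 against WT. The list's median log2 fold change was -0.28 (camera adjusted p = 0.0092, and adjusted p = 0.23 with an estimated correlation). Under the methods' ANOVA with Bonferroni correction the call of EFNA5 was lost.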

EPH receptor A3 (*EPHA3*) was found to have the highest negative fold change in the microarray. EPH receptors have been shown to be involved in the EMT pathway, and may regulate E-cadherin and Snail expression, as well as regulate MMP-2 activity [32–35]. 

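ANXA2, ANXA1 and ANXA3, calcium-dependent phospholipid-binding proteins of the annexin family, rose strongly in KD cells. ANXA2 went from 5.86 ± 0.04 (SD over 3 arrays) in SCR to 12.21 ± 0.02 in KD, a log2 fold change of 6.35 (SE 0.05, adjusted p = 2.2e-11 from limma). ANXA1 rose from 3.87 to 9.89 (log2 fold change 6.01, SE 0.06, adjusted p = 1.7e-10) and ANXA3 from 4.61 to 9.64 (log2 fold change 5.03, SE 0.08, adjusted p = 5.5e-09). Among transcripts with 1 gene symbol, ANXA2, ANXA1 and ANXA3 ranked 3, 7 and 10 by rise. The SCR level of ANXA1 is at background, so its rise and rank are lower bounds. Of 11 annexins measured, 7 rose, 4 did not pass the test and limma called 0 lower (0 also at an unadjusted p under 0.05; 7 higher and 0 lower when adjusted over the list alone). ANXA11, ANXA5, ANXA6 and ANXA7, chosen after their values were seen, rose by 1.09, 1.00, 0.92 and 0.58. For all annexins together the median log2 fold change was 0.92 (camera adjusted p = 1.3e-05, and adjusted p = 0.084 with an estimated correlation). ANXA2 has processed pseudogenes of near-identical sequence that may share its probe signal. These 3 annexins also belong to the list of androgen receptor negative prostate lines, whose median log2 fold change was 2.01. With a 2-fold minimum, or under the methods' ANOVA with Bonferroni correction, 4 annexins rose.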

Three different annexins were the highest upregulated genes when SSX was knocked down, and annexins have been shown to attenuate EMT in breast cancer [36] and regulate TGF-beta signaling [37].

Additionally, when we examined the effects of SSX2 knockdown on cellular proliferation (Figure 4A), we found increased cell proliferation. This observation is in opposition of those seen by D'Arcy et al [18], who found SSX knockdown inhibited proliferation in the melanoma DFW cell line, but in agreement with Chen, who found SSX-expressing breast cancer MCF-7 cells grew slower than a non-SSX expressing MCF-7 line [17]. Further, D'Arcy *et al* found E-cadherin downregulated in both DFW and SAOS-2 SSX-expressing melanoma and osteosarcoma cell lines, in agreement with our findings, but saw opposite changes in the expression of slug and vimentin [18]. We suspect these discrepancies are due to context-dependent factors related to different diseases or possibly co-factors expressed by different cell lines. These context-dependent factors are likely not the known binding partners of the SSX family (*RAB3IP* and *SSX2IP*) given our findings (Figure 2G and 2H). Hence, there is likely one or more undiscovered cofactor(s) that can function in tandem with SSX2. These data lead us to conclude SSX2 is associated with processes associated with EMT in prostate cancer, but SSX2 alone is not sufficient to drive EMT. SSX2 is known to associate with the polycomb-group complex proteins (PcG) [38] responsible for chromatin remodeling. Due to this association with PcG, methylation states between cell lines (or prostate cancer patients) may result in differential recruitment of needed cofactors, which could explain the observed context dependent differences. Further work should focus on identifying these context dependent factors.

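Of 56 integrins and structural or adaptor proteins of focal adhesions measured on the arrays, 22 rose in KD against SCR cells, 4 fell and 30 did not pass the test (29 higher and 8 lower when adjusted over the list alone). Besides ITGA6, CAV1 and ITGA3, the members with the highest rises in this list were myosin light chain 9 (MYL9, 2.82), tensin 3 (TNS3, 2.10) and paxillin (PXN, 1.91). The integrin subunit ITGB1, partner of most alpha chains, rose by 1.62, and talin 1 (TLN1), which links integrins to actin, by 0.88. MYL9, TNS3, PXN, ITGB1 and TLN1 were chosen after their values were seen. PARVA, an actin-binding adaptor of the integrin-linked kinase complex, fell by 2.30 (SE 0.05, adjusted p = 1.7e-07 from limma), and the collagen receptor subunit ITGA1 fell by 1.53 (SE 0.09, adjusted p = 0.0015). The median log2 fold change of all 56 was 0.28 and its mean 0.52 (camera adjusted p = 8.6e-06, and adjusted p = 0.21 with an estimated correlation). Markers of androgen receptor negative prostate lines, a list that shares CAV1, CAV2, ITGA3, ITGA6 and ITGB4 with this one, rose as well (mean log2 fold change 2.25). Between SCR and WT, limma called 0 of these genes higher and 0 lower (10 and 4 at an unadjusted p under 0.05). With a 2-fold minimum 14 rose, and under the methods' ANOVA with Bonferroni correction 7 rose and the calls of PARVA and ITGA1 were lost.

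**Figure D2:**
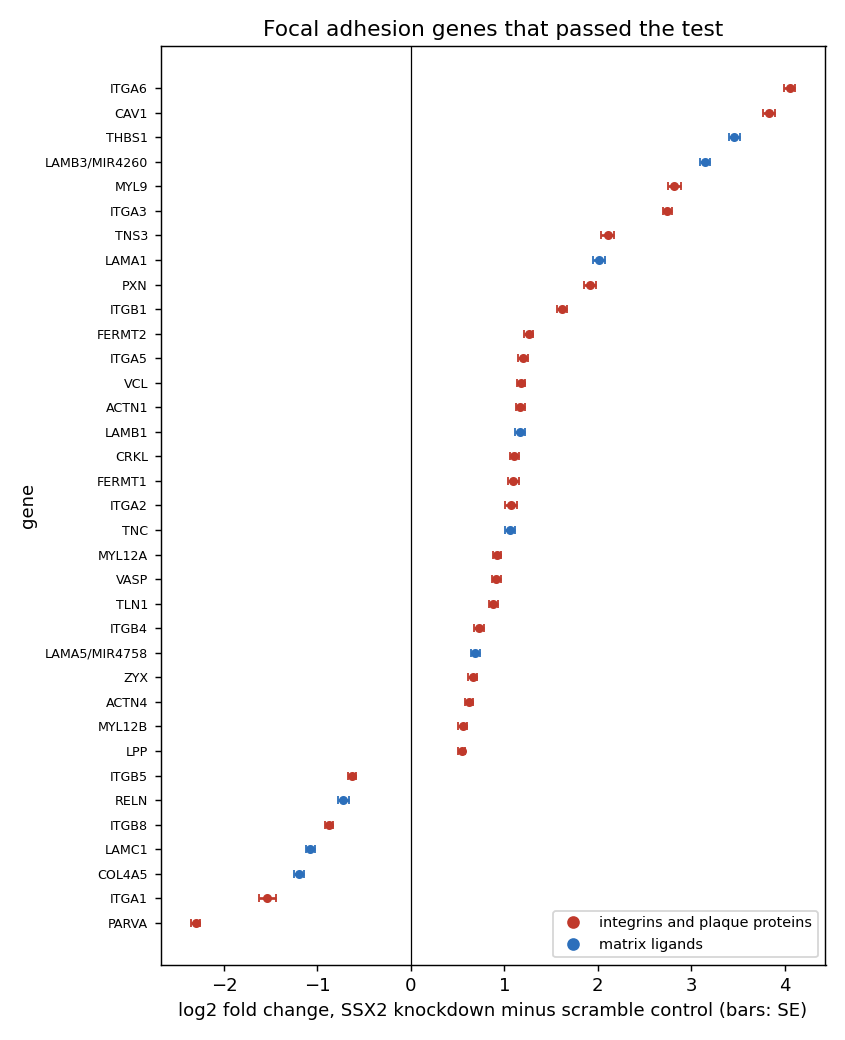
Log2 fold change of SSX2 knockdown against scramble control (horizontal axis) for the focal adhesion genes that passed the test in 22Rv1 cells (vertical axis). Points are log2 fold changes over 3 arrays per group and bars are their standard errors, with integrins and plaque proteins in red and matrix ligands in blue. Among integrins and plaque proteins 22 lie above 0 and 4 below it, and among matrix ligands 6 lie above 0 and 3 below it.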

Microarray analysis (Figure 3 and Table 1) revealed, in response to SSX2 knockdown, focal adhesion molecules such as *CADM1* (cell adhesion molecule 1), *ICAM1* (intercellular adhesion molecule1), *COL12A1* (collagen type 12), *EMP3* (epithelial membrane protein3), and *ITGA6* (integrin), were upregulated (Figure 3B and Table 1). The role of SSX2 in focal adhesion was further supported by studies demonstrating that loss of SSX2 led to increased invasion and extracellular space filling. In both assays the SSX knockdown line, with its heightened focal adhesion molecules, were able to invade or migrate more than the scramble shRNA or wildtype control lines (Figure 4C and 4D). Conversely, we find SSX2 knockdown resulted in decreased anchorage independent growth (Figure 4B). This suggests that when SSX2 is expressed in prostate cancer, focal adhesion molecules are downregulated. 

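Extracellular matrix ligands of focal adhesion receptors went both ways in KD against SCR cells. Of 42 measured, 6 rose, 3 fell and 33 did not pass the test (10 higher and 6 lower when adjusted over the list alone). The laminin chains LAMA1 and LAMB1, chosen after their values were seen, rose by 2.01 and 1.17, and tenascin C (TNC), chosen likewise, by 1.06. The collagen chain COL4A5 fell by 1.20 (SE 0.05, adjusted p = 1.5e-04 from limma), and LAMC1, a laminin chain, had a level of 9.78 in KD, 10.85 in SCR and 10.02 in WT. The list's median log2 fold change was -0.07, while its mean was 0.19, the direction camera gave (adjusted p = 0.57). Of 83 growth factor receptors and signalling proteins of the focal adhesion pathway, 12 rose, 8 fell and 63 did not pass (26 higher and 16 lower when adjusted over the list alone; camera adjusted p = 0.063). Besides MET and EGFR, these included protein kinase C alpha (PRKCA, 1.89) among the rises, chosen after its values were seen, and cyclin D1 (CCND1, -1.75) and the growth factor IGF1 (4.28 in KD, 7.96 in SCR and 6.63 in WT) among the falls. With Benjamini-Hochberg adjustment 11 matrix ligands and 33 signalling genes rose, and 3 and 4 under the methods' ANOVA with Bonferroni correction, where COL4A5, LAMC1 and IGF1 lost their calls. Together with the migration and colony assays of the knockdown line, the paper proposes from the higher focal adhesion genes after knockdown that SSX2 expression goes with lower focal adhesion in prostate cancer cells. It also reports that a FAK inhibitor removed the scratch-assay phenotype of the knockdown line. By the paper's account, cytometry of surface ITGA6, ANXA2 and PSMA bore out the array findings in the knockdown line. It saw no opposite change of these proteins when RWPE-1 or LNCaP cells overexpressed SSX2.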

A decrease in focal adhesion could imply that factors leading to SSX2 expression aid in the extravasation from the primary tumor site into the blood stream and/or persistence of tumor cells in circulation.

Surprisingly, microarray analysis revealed knockdown of SSX2 also resulted in a knockdown of the androgen receptor (AR) and prostate specific membrane antigen (PSMA), both of which are intrinsically tied to prostate cancer disease progression [39, 40]. This was confirmed by evaluating surface expression of PSMA on these cells by flow cytometry (Figure 3C). Additionally, we examined the expression of the AR splice variants and similarly found them expressed at lower levels in response to SSX2 knockdown (Supplementary Figure S3). 

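PSMA is encoded by FOLH1, which the arrays read by a transcript shared with its near-identical copy FOLH1B. This transcript measured 10.26 ± 0.04 (SD over 3 arrays) in SCR, 9.34 ± 0.05 in WT and 4.00 ± 0.04 in KD cells. Its log2 fold change in KD against SCR was -6.26 (SE 0.05, adjusted p = 1.3e-11 from limma), and it was higher in SCR than in WT by 0.92 (adjusted p = 6.6e-04). Genes that androgen receptor signalling raises in prostate cells fell in 19 of 35 cases measured, rose in 2 and did not pass in 14 (24 lower and 2 higher when adjusted over the list alone). HPGD, a prostaglandin dehydrogenase, fell by 4.58 (SE 0.06) and the kallikrein KLK2 measured 5.52 in KD, 9.44 in SCR and 8.39 in WT. KLK3, which encodes PSA and was chosen after its values were seen, had a log2 fold change of -1.58 against SCR (SE 0.06, adjusted p = 2.3e-05) and -0.97 against WT. The transporter ABCC4 rose by 2.36 and the cytokine receptor LIFR by 0.98. The list's median was -1.09 (camera adjusted p = 1.1e-06, and adjusted p = 0.03 with an estimated correlation). Of 24 genes of luminal prostate epithelium, 12 fell and limma called 0 higher (2 at an unadjusted p under 0.05; 13 lower and 1 higher when adjusted over the list alone), with a median of -1.01 (camera adjusted p = 7.9e-05). Of the 24 genes of androgen receptor negative prostate lines that the study's tables and qPCR panel do not print, 15 rose. Under the methods' ANOVA with Bonferroni correction 7 androgen-response genes fell, and KLK2, KLK3 and LIFR lost their calls.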

Castrate-resistant prostate cancer cells that acquire a completely AR-independent phenotype, whether of neuroendocrine or non-neuroendocrine type, typically display a more aggressive phenotype with rapid disease progression [41, 42]. Future research should investigate the relationship between SSX2 expression and AR-dependent growth.

Due to the high mortality of metastatic prostate cancer, therapeutic targets associated with advanced prostate cancer are needed. Because SSX2 is a CTA, and expressed in recurrent prostate cancer and not normal prostate cells, it is an attractive therapeutic target. The ability to specifically target metastatic tumor cells, and tumor cells in circulation without an immunosuppressive tumor microenvironment, could be advantageous. We have previously studied genetic vaccines targeting SSX2, and demonstrated that this is feasible [43]. Moreover, the absence of morphological or gene changes following overexpression in a normal epithelial cell line suggest this approach should not itself be oncogenic following expression of the gene in normal human cells. In fact, a therapeutic vaccine encoding SSX2 as one target antigen has recently opened to accrual for patients with advanced, metastatic prostate cancer (NCT02625857).

## MATERIALS AND METHODS

### Cell culture

Prostate cancer cell lines (LNCaP, 22Rv1, DU145, PC3) and an immortalized prostate epithelial cell line (RWPE-1) were grown in DMEM medium (CellGro/Mediatech, Manassas, VA) supplemented with 10% fetal calf serum (FCS)(Hyclone/GE, Logan, UT), 200U/ml penicillin/streptomycin (Thermofisher, Waltham, MA), 1 mM sodium pyruvate (Thermofisher, Waltham, MA), and 0.1μM β-mercaptoethanol at 37°C/5% CO_2_. All cell lines were validated by DDC Medical (Fairfield, OH), for identity and absence of mycoplasma contamination.

### Cell line plasmid DNA transfections

Cell lines of interest were plated in triplicate, and cultured to 80% confluence. Cells were then transfected with mini-intronic plasmid encoding SSX2, or empty vector control, using Lipofectamine^®^ LTX with Plus™ Reagent (Invitrogen, Carlsbad, CA). Cells were harvested after 3 days for RNA using Reliaprep RNA cell miniprep system (Promega, Fitchburg, WI). cDNA was generated using iScript™ cDNA Synthesis Kit (Bio-Rad, Hercules, CA) according to the manufacturer's instructions. SureSilencing™ shRNA plasmids against SSX2 were constructed by SAbiosciences (Frederick, MD). Transfected cells were then placed under neomycin selection, and SSX2 expression was verified using qPCR and ELISA as described below.

### Reverse transcription (RT)-PCR, and quantitative PCR analysis

RT-PCR using the One-Step RT-PCR kit (Qiagen, Valencia, CA) was carried out on RNA collected using Reliaprep RNA cell miniprep system (Promega) from peripheral blood samples from patients with prostate cancer or healthy control donors, under the following PCR conditions: 50°C for 30min.,95°C for 15min., 35 cycles at 95°C for 1 min., 60°C for 1 min. and 72°C for 1 min. Final extension for 10 min. at 72°C was followed by 4°C incubation until amplified products were resolved on a 2% agarose gel. Primers specific for each individual SSX family member and actin were previously identified [14]. cDNA generated from metastatic prostate tissue samples was provided by Dr. Robert Vessella (University of Washington, Seattle, WA). For quantitative PCR (qPCR), RNA was collected using Reliaprep RNA cell miniprep system (Promega) and reverse transcribed using iScript™ cDNA Synthesis Kit (Bio-Rad, Hercules, CA) according to the manufacturer's instructions. qPCR was performed using SsoFast™ EvaGreen^®^ Supermix (Bio-Rad) in a MyiQ™2 Two-Color Real-Time PCR Detection System (Bio-Rad) with annealing temperatures specific for each primer pair. All results were analyzed by the 2-^ΔCt^ method relative to P0 as a control gene [44]. The following analysis was used to determine fold change: 2-^ΔCt (Experimental)^/2-^ΔCt (Control)^. All primers used in this study are listed in Supplementary Table 1.

### Patient blood samples

With informed consent, peripheral blood or leukapheresis products were obtained from male subjects with (*n* = 59) or without prostate cancer (*n* = 10). Samples from patients with prostate cancer included men with newly diagnosed prostate cancer prior to prostatectomy (*n* = 5), recurrent prostate cancer with rising PSA after definitive therapy (stage D0/M0, *n* = 16), androgen-sensitive metastatic prostate cancer (stage D2, *n* = 9), non-metastatic castration-resistant prostate cancer (stage D0.5, *n* = 16), and metastatic castration-resistant prostate cancer (stage D3, *n* = 13). Peripheral blood mononuclear cells (PBMC) were isolated by Ficoll-Paque centrifugation (Pharmacia AB, Uppsala, Sweden) and cryopreserved in liquid nitrogen until use.

### ELISA

Detection of SSX2 in cell lysates was performed using a standard molecular biology sandwich ELISA with a capture monoclonal antibody specific for SSX2 (Abnova, Walnut, CA, Clone:1A4), and an SSX2 polyclonal detection antibody (Abnova, Walnut, CA).

### Soft agar colony formation

22Rv1 cells transfected with SSX2 shRNA or shRNA control, with SSX2 expression or knockdown confirmed via RT-PCR, were suspended in media with 0.343% agar (RPMI+10%FCS,2% Pen/Strep) and were then plated on a 0.6% agar bottom layer (RPMI+10%FCS,2% Pen/Strep, 1mg/ml G418). Initial cell inoculums were 1000 cells, and were plated in triplicate wells. After 2 weeks, wells were examined for colony formation, and colonies in a 1cm^2^ area were enumerated.

### Extracellular space-filling (“Scratch”) assay

Cells were plated in triplicate and grown in a 6 well dish. Scratches were made using a P200 pipette tip and imaged at 3 and 7 days after. Images are representative of the entire length of the scratch. To inhibit focal adhesion in this assay, 10μm of FAK Inhibitor 14 (Abcam Cambridge, MA) was added to the media at time of the scratch. To inhibit proliferation mitomycin C (Fisher) 10μg/ml was added to the media at the time of scratch.

### Cell proliferation

1×10^4^ 22Rv1 cells, or derivatives transfected with SSX2 shRNA or scramble shRNA control, with confirmed SSX2 expression, were plated in triplicate into a 24-well dish. Cell counts were made each day for 7 days using trypan blue staining to assess cell viability.

### Cell migration

A Boyden chamber assay (Cell Biolabs INC, San Diego, CA) was performed as per manufacturer's instructions using an FBS gradient. A positive control used cells seeded into the lower chamber, and the negative control was without the FBS gradient (no FBS in lower or upper chamber). To inhibit proliferation 10 μg/ml mitomycin C was added to the upper chamber.

### Microscopy

All Images were taken using a Nikon Eclipse Ti microscope and NIS-Elements D3.0 software. Magnification for each image is listed in the figure legend.

### Flow cytometry

Patient PBMC which tested positive for SSX2 mRNA by RT-PCR were washed with Hank's buffered saline solution and then stained with antibodies specific for CD45-FITC(clone:30-F11 BD, Franklin Lakes, NJ), EpCAM-PE (clone: EBA-1 BD), CD63-APC (clone:MEM-259 Biolegend, San Diego, CA) and DAPI (Molecular probes/ThermoFisher, Waltham, MA). Stained cells were analyzed and sorted using a FACS Aria (BD, Franklin Lakes, NJ). Circulating tumor cells (gated as: DAPI^−^/Singlet^+^/CD45^−^/EpCAM^+^/CD63^+^) or control lymphocytes (DAPI^−^/Singlet^+^/CD45^+^) were sorted using a BD FACS Aria into microfuge tubes containing BL lysis buffer (Promega). RNA and subsequently cDNA was generated and then assayed for SSX2 using qPCR as described above. Flow cytometry data was analyzed using FlowJo software version 10.

To measure levels of relevant surfaces markers found by the gene array, cells of interest were stained with Annexin A2-PE(clone: D11g2, Cell Signaling Technologies, Danvers, MA), Integrin alpha6-FITC(Clone:GoH3, Biolegend), and PSMA-PE-Cy7(clone:LNF-17, Biolegend). MFI was determined by comparison with IgG control using the FlowJo software. Fold change was then calculated by: MFI_experimental_/MFI_control_ and done in triplicate.

### Gene array

cDNA was generated and hybridized to an Affymetrix Human Transcriptome Array 2.0 (Affymetrix Santa Cruz, CA). Samples were normalized by RMA algorithm to a log2 intensity value and were analyzed by Transcriptome Analysis Console v3.0. Genes showed at least fivefold increased or decreased expression are shown after analysis using the Bonferonni correction. A one-way ANOVA test was used to determine significance between SSX knockdown expression profile to the scramble or wildtype control. These data have been deposited in NCBI's Gene Expression Omnibus [45] and are accessible through GEO Series accession number GSE77811 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE 77811).

### *In vivo* metastases formation in SCID mice

The protocol used was adapted from Mohanty and Xu [46]. Briefly, 10^6^ SSX knockdown or scramble control 22Rv1 cells were injected intravenously into CB17-Prkscid mice (Jackson Laboratories, Bar Harbor, ME). Mice (*n* = 5 per group) were euthanized after 6 weeks, with collection of lungs for weights and histological analysis. The harvested lungs were collected into 10% formalin and metastatic nodules on the surfaces of each lung were counted.

### Statistical analysis

The Student's T Test was used for comparisons, unless otherwise noted, with *p* < 0.05 considered as statistically significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: SSX2 regulates focal adhesion but does not drive the epithelial to mesenchymal transition in prostate cancer
**Source:** Oncotarget. 2016 Jun 2;7(32):50997–1011. doi: 10.18632/oncotarget.9802
**Supplement:** Supplementary file 1

SSX2 regulates focal adhesion but does not drive the epithelial to mesenchymal transition in prostate cancer

Supplementary Material

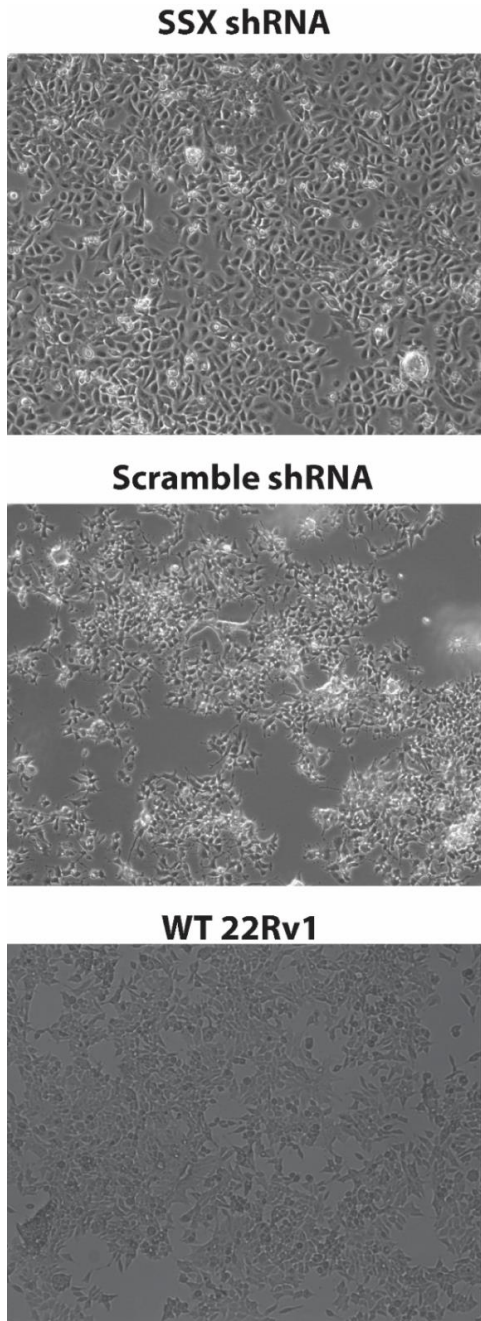

Supplementary Figure 1: 10x View of 22Rv1 cell lines

10x view of 22Rv1 lines investigated in this study to demonstrate morphology.

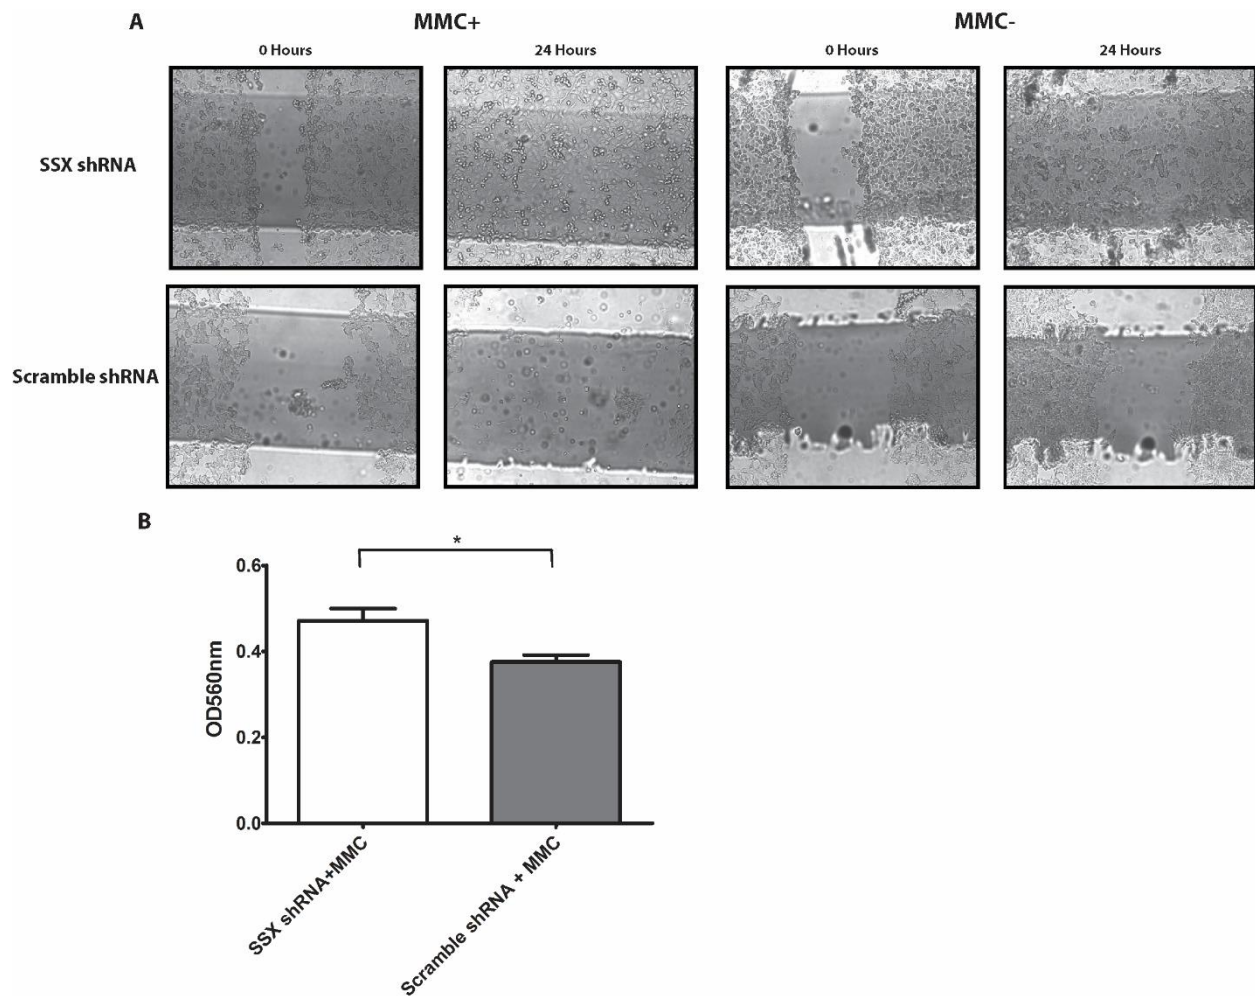

Supplementary Figure 2: Migration in SSX knockdown in 22Rv1 is not affected by proliferation

Migration studies were repeated in the presence of Mitomycin C (MMC). A. Scratch migration assay on SSX shRNA and scramble shRNA 22Rv1 lines in the presence or absence of MMC after 24 hours. B. Boyden chamber migration on SSX shRNA and scramble shRNA 22Rv1 lines in the presence or absence of MMC

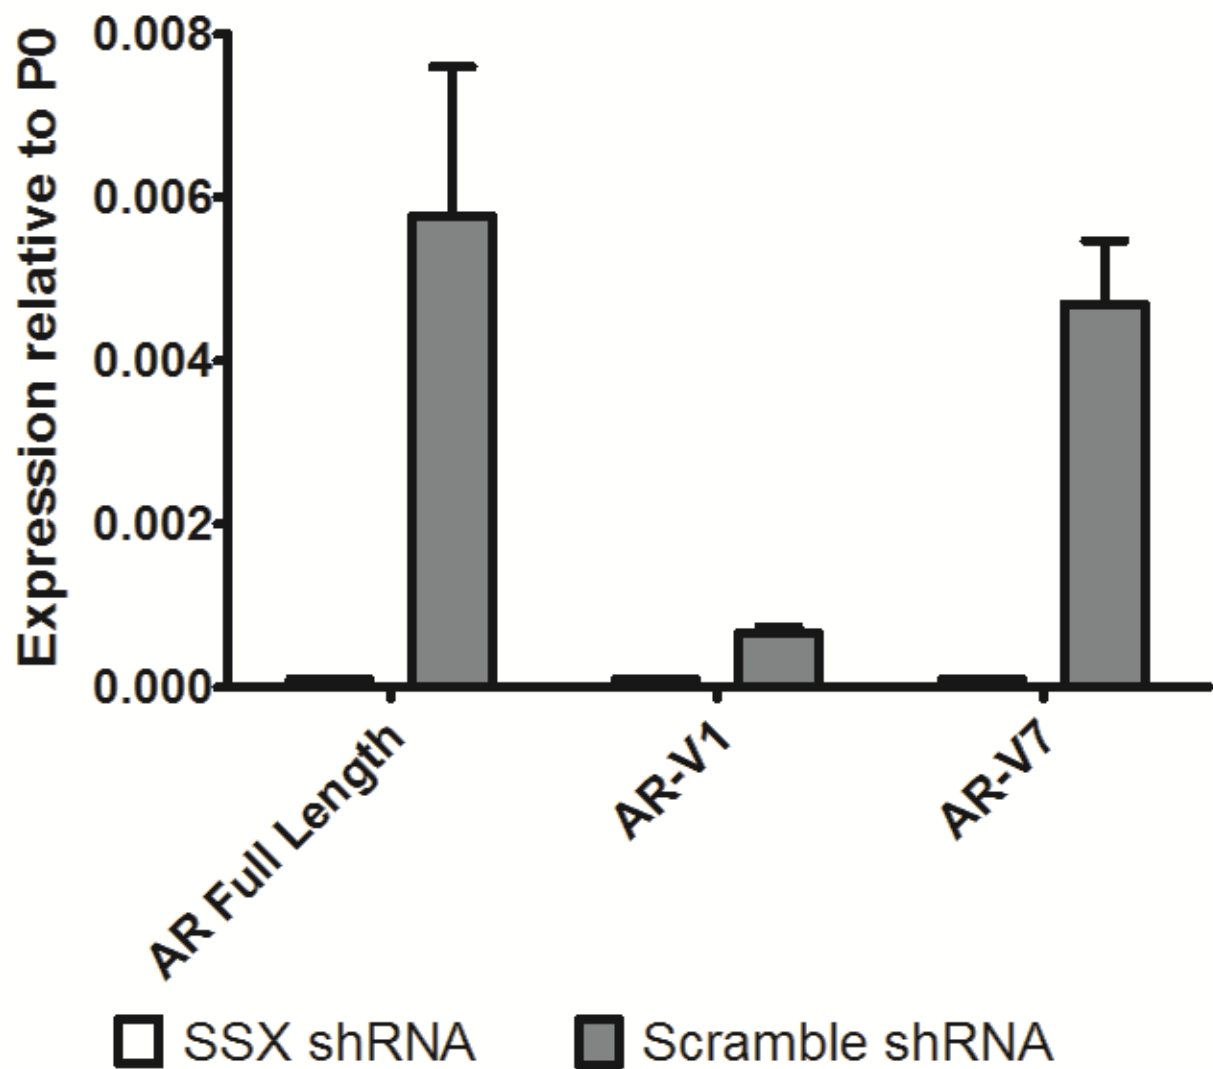

Supplementary Figure 3: Expression of AR and splicing variants in SSX shRNA and scramble shRNA 22Rv1 lines

Expression levels of the androgen receptor (AR) and two of its known splice variants AR-V1 and AR-V7, in SSX2 shRNA and Scramble shRNA 22Rv1 cell lines.

Supplementary Table 1: Table of primers utilized in this study

**Gene Target**	**Gene Symbol**	**Forward (5' to 3')**	**Reverse (5' to 3')**
Twist1	TWIST1	GGAGTCCGCAGTCTTACGAG	TCTGGAGGACCTGGTAGAGG
Snail	SNAIL1	GCTGCAGGACTCTAATCCAGA	ATCTCCGGAGGTGGGATG
Slug	SNAIL2	TGGTTGCTTCAAGGACACAT	GTTGCAGTGAGGGCAAGAA
Zeb1	ZEB1	GATGATGAATGCGAGTCAGATGC	ACAGCAGTGTCTTGTTGTTGTAG
Zeb2	ZEB2	AACAACGAGATTCTACAAGCCTC	TCGCGTTCCTCCAGTTTTCTT
MMP2	MMP2	ATAACCTGGATGCCGTCGT	AGGCACCCTTGAAGAAGTAGC
Vimentin	VIM	AAAGTGTGGCTGCCAAGAAC	AGCCTCAGAGAGGTCAGCAA
E-Cadherin	CDH1	AGTGTCCCCCGGTATCTTCC	CAGCCGCTTTCAGATTTTCA
N-Cadherin	CDH2	ACAGTGGCCACCTACAAAGG	CCGAGATGGGGTTGATAATG
P0	36B4	GACAATGGCAGCATCTACAAC	GCAGACAGACACTGGCAAC
SSX2qPCR	SSX2	ACGGTTGGTGCTCAAATACCAGAGAA	GGCATGATCTTCGGGGAGATTCC
AR-V5	AR	CCAAGGCCTTGCCTGATTGC	TTGGGCACTTGCACAGAGAT

How the deposited data were processed for this re-analysis (not part of the article)

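RNA of 22Rv1 prostate cancer cells was measured on 9 Affymetrix Human Transcriptome Array 2.0 chips, 3 each of SSX2 knockdown (KD), scramble control (SCR) and wildtype (WT) cells. The sources label the arrays of a group as technical replicates. According to the methods and the processing notes, the authors normalized the arrays by RMA to log2 intensities, with Expression Console named in the notes and Transcriptome Analysis Console 3.0 for the comparison, and the deposited values are on that log2 scale. RMA's usual steps are background correction, quantile normalization and summarization of probes, but the sources give only its name. The build of the transcript annotation is not given in the sources used here. No value was transformed again before the tests.

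The value table holds 70523 probe sets. Of these, 67528 are transcript clusters and were tested, and 2995 are not and were left out, among them 23 antigenomic background sets and 155 spike-in controls. The background sets served only for a check of background. All 9 arrays were used. The array annotation gives 23784 transcripts 1 gene symbol, 1540 several and 42204 none, and 7 transcripts carry a pair of symbols that the paper prints. Symbols were compared by gene identifier with a RefSeq table of the assembly GRCh38.p14, which matched 21497 transcripts and changed 0 symbols. The table was used for names and for the order of neighbouring genes. A gene stands for its brightest transcript with that symbol alone, which gives 22468 genes. As many as 2366 transcripts hold the same values as another transcript and were counted as they stand.

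R 4.3.3 with limma 3.58.1 fitted 1 mean per group over all 9 arrays and moderated the variances with eBayes at default settings (6 residual and 3.34 prior degrees of freedom). KD was compared with SCR and with WT, and SCR with WT. A transcript passed at a Bonferroni-adjusted p under 0.05 over the transcripts tested, with no fold minimum. The study's methods name the same correction, after a one-way ANOVA. Each of 32 gene lists was tested in KD against SCR and in SCR against WT with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted by Benjamini-Hochberg over the lists. One list had 1 measured gene and was not tested. The order of neighbouring genes was examined in windows of 50 genes with a mean log2 level of at least 7, against 100 shuffled orders with a fixed seed.

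Genes named in the text were chosen by a rule set before the data were examined. It takes every gene that the paper names for the arrays, the SSX family, SSX2IP, RAB3IP and the qPCR panel, whose values in the paper had been seen. It adds the 10 highest and 10 lowest fold changes of KD against SCR among 1-symbol transcripts that pass against both controls with no overlap of arrays, and the 5 highest and 5 lowest of SCR against WT. It also adds the 2 largest rises and falls that pass in each list. Lists, alternatives and the group comparison were fixed before the data were examined, and exceptions are marked where they occur.

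Alternatives covered Benjamini-Hochberg adjustment, minimum folds of 2 and 5, the methods' ANOVA on the compared groups with 3 kinds of threshold, arrays centred on their medians, quantile normalization and the removal of dim transcripts. The last kept 35867 transcripts that reached a mean of 5.46 in at least 1 group. Others fitted only the compared groups, a trended and robust variance, the array number as a block, each array left out in turn, 1-symbol transcripts only, the mean of a gene's transcripts, and Tukey's biweight average with a tuning constant of 5. In simulated arrays of this size and spread, limma recovered 3 of 50 transcripts changed by 0.5 on the log2 scale, 31 of 50 by 1, 47 of 50 by 2 and 50 of 50 by 4. Among all 67528 simulated transcripts it called 0 of the unchanged ones (3472 of them at an unadjusted p under 0.05). Names in the paper's tables with no transcript of their own, and the qPCR, cytometry, migration and animal data, were not analysed here.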

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

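The tests on markers of another prostate line, of basal epithelium and of stroma, the split of the KD and SCR arrays, the shuffled gene orders and the background probe sets were chosen only after the result was seen. Centring of the windows was added after the data were seen, with its bounds set before its own result.

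Some genes that the paper does not print, or prints only in a pair with a near-identical relative, differ between KD and the control arrays by as much as those it prints on their own. LINC00707, a long noncoding RNA, measured 11.00 in KD, 4.16 in SCR and 4.43 in WT, a log2 fold change against SCR of 6.84 (SE 0.09), highest among 1-symbol transcripts and a lower bound, as the control levels are close to background. TM4SF1, a membrane protein of the tetraspanin type, rose by 6.17 (SE 0.09). ANXA2P2, a pseudogene of ANXA2, rose by 6.57 (SE 0.16), and POTEJ and FOLH1B, which the paper's Table 1 pairs with POTEI and FOLH1, had log2 fold changes of -5.41 and -6.30 that end close to background. These 3 have near-identical relatives, and signal shared between them was not tested apart. With the methods' ANOVA and Bonferroni correction the call of ANXA2P2 was lost.

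Genes that the transcription coactivators YAP and TAZ raise form another set that the paper does not discuss. Of 22 measured, 19 were higher in KD than in SCR and 1 was lower, also when adjusted over the list alone. The median log2 fold change was 1.78 (camera adjusted p = 2.9e-12, and adjusted p = 0.032 with an estimated correlation). The list holds ANKRD1, MYOF and AXL as well as NT5E (3.89), and IGFBP3 was the gene that fell (-2.66, SE 0.06), a call lost with the methods' ANOVA and Bonferroni correction, as was that of ANKRD1. Between SCR and WT 1 gene of the list was higher and limma called 0 lower (3 at an unadjusted p under 0.05). Markers of androgen receptor negative prostate lines moved with them, 27 of 36 higher with a median of 2.01, and AXL and F3 are in both lists. ANKRD1, MYOF and AXL stand in the paper's Table 1, whose values had been seen, so the list is not fully independent evidence. No test of YAP or TAZ activity itself was run.

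The size of the difference between KD and SCR, 5919 transcripts against 145 between the controls, was weighed against other cells in the KD culture. As SSX2 fell by 6.81 on the log2 scale, other cells would have to make up almost all of it, and the markers argue against basal epithelium (median log2 fold change -0.038 over 20 genes, 3 of them higher, such as DSC3 and DST; KRT5 5.73 in KD and 5.79 in SCR, KRT14 5.75 and 5.74) and against stroma (-0.10 over 28 genes, 4 of them higher, such as NT5E and CTHRC1; COL1A1 6.94 in KD and 7.18 in SCR), with KRT5, KRT14 and COL1A1 chosen after their values were seen. Shifts shared by whole windows of neighbouring genes are argued against as the whole cause. After each window was centred on its median, 812 of 1032 calls of at least 2-fold (78.7%) were kept. Segments shorter than a window, or lying across the border of 2 windows, are not removed by this centring and stay open. Cells of another prostate line without androgen-driven genes may have entered, since 15 of the 24 markers of such lines that the study's tables and qPCR panel do not print were higher, but a change of state within 22Rv1 after the loss of SSX2 could give that value too and was not tested apart. The study states that the identity of its cell lines was tested, and of the 3 genes listed as lost in PC-3 cells 1 was measured, CTNNA1, at 9.13 in KD and 9.03 in SCR.

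Neighbouring genes shifted together in KD against SCR: in 166 windows of at least 50 genes the medians had an SD of 0.239, with COCH to TXNDC16 at 1.11 (42 of 50 genes higher), USP14 to DSG2 at 0.75 (44 of 50 higher), PHC1 to IPO8 at -0.56 (40 of 50 lower) and B4GALT6 to ADNP2 lowest at -0.57 and more mixed (49 lower, 27 higher). A chance order of genes is argued against, as 100 shuffled orders reached at most 0.0862 (in SCR against WT the SD was 0.0177, and shuffled orders reached 0.0149). Base composition of the probes stays open, since the differences of the 23 background sets span 0.284 and the window medians 1.68, but no more than 6 of these sets reach the level of the genes in windows. A different copy number of chromosome segments in the KD line and regulation shared by close neighbours cannot be told apart. The correlation of windows 5 apart, 0.145 over 63 pairs, lay between the bounds of 0.1 and 0.2 set for it (0.429 for adjacent windows). KD against WT gave 0.109, and SCR against WT, whose windows barely vary, 0.198. Only chromosomes long enough to hold windows 5 apart enter this correlation. As shifts of shorter segments escape it, it cannot decide between copy number and shared regulation.

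Splits of 6 arrays into 3 and 3 number 10, too few for a share under 0.05. In KD and SCR, 1 of 10 splits called as many as the real 5919, and limma called 0 in each other split (at most 1743 at an unadjusted p under 0.05, against 30414). In SCR and WT it was 1 of 10 with the real 145 and 0 in each other split (at most 4053 against 7966 unadjusted). KD and WT gave 1 of 10 with the real 5817 and 0 in each other split (at most 3343 against 31249 unadjusted).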

How the results depend on the processing

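Centring each window of neighbouring genes was the only alternative added after the data were seen, with its bounds set before its result, and it left 914 of the genes in windows at 2-fold or more, against 1032. The cause of a changed count was not tested, apart from alternatives that by construction test fewer transcripts or arrays or ask for a larger fold. The methods' ANOVA takes each transcript's spread from the compared arrays alone, without moderation. As its fold changes are those of limma, a call lost under it is not a smaller change. Counts run in the order KD above SCR, KD below SCR, SCR against WT, KD above WT and KD below WT. Benjamini-Hochberg adjustment gave 10010, 15351, 1226, 10001 and 16037. A 2-fold minimum gave 1684, 1910, 68, 1704 and 1824, and a 5-fold minimum 374, 436, 5, 372 and 373. The methods' ANOVA with Bonferroni correction gave 258, 245, 8, 182 and 177, and with Benjamini-Hochberg adjustment and 2-fold it gave 67 for SCR against WT. With only the 2 compared groups in the fit the counts were 1770, 1997, 80, 1718 and 1737. In 1-symbol transcripts 1750 were below SCR and 1709 below WT. Leaving out 1 array gave 1894 to 2366, 2035 to 2664, 80 to 115, 1939 to 2260 and 1971 to 2388. Centring, quantile normalization, removal of dim transcripts, a trended variance and ANOVA with an unadjusted p and 2-fold stayed within 1.5 times, though centring put 3057 above and 2707 below SCR and quantile normalization 3016 and 2813, more above than below. Against WT these 2 scalings also put more above than below (3168 and 2542, then 3063 and 2765).

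In the gene lists, a 2-fold minimum left 14 integrins and plaque genes higher, 14 epithelial genes lower and 4 annexins higher. The ANOVA with Bonferroni correction left 7 integrins and plaque genes, 3 matrix ligands, 4 signalling genes, 3 mesenchymal genes and 4 annexins higher, and 1 epithelial and 7 androgen-response genes lower. Benjamini-Hochberg adjustment made 11 matrix ligands, 33 signalling genes and 13 mesenchymal genes higher. With 2 groups only, 14 epithelial genes were lower. Leaving out 1 array gave 17 to 20 integrins and plaque genes, 5 to 6 matrix ligands, 9 to 11 signalling genes, 7 to 8 mesenchymal genes and 6 to 7 annexins higher, and 14 to 20 epithelial and 18 to 19 androgen-response genes lower (14 epithelial genes without SCR 1). With an estimated correlation the camera adjusted p rose to 0.21 for integrins and plaque genes and 0.084 for both epithelial genes and annexins. By fry, which tests a list against no change and not against other genes, the adjusted p was 6.0e-04 for matrix ligands, 1.7e-05 for signalling genes and 1.0e-05 for mesenchymal genes.

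Of 137 named genes, 65 lost a call in some alternative, 15 of them in one besides the ANOVA with Bonferroni correction. With Benjamini-Hochberg adjustment SNAI1, SNAI2, COL1A1 and SPARC gained one. Tukey's average moved POTEI, PTPRB and PMEPA1 by more than their spread. A change of sign met only genes that were not called: MMP2 at 0.025 with arrays centred and 0.027 after quantile normalization, NRP1 at 0.034 and KRT5 at 0.0015 with arrays centred, KRT5 at 0.0025 after quantile normalization, KRT14 at -0.0035 without KD 1, -0.026 without KD 3 and -0.0084 without SCR 2 (-0.026 to 0.053 leaving out 1 array), and EPCAM at -0.022 without SCR 1 (-0.022 to 0.031). Signal over background limits dim transcripts, since a fold change that starts or ends near background is a lower bound.

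Array numbers were examined as a possible pairing. After removal of group means, arrays with the same number correlated with r = -0.02 to 0.16, and these low values were not taken as pairs. Yet 4 of 9 arrays correlated best with their own number in both other groups. Arrays numbered 2 correlated best with each other in every comparison (r = 0.055 to 0.16), so a batch shared by number stays possible. With the number as a block the counts were 1826, 2027, 78, 1808 and 1876.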

Differences from the paper's values

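The second transcript of the CKMT1A/CKMT1B pair was looked at only after the result was seen, and the alternatives below were set before the data were examined. Of 37 fold changes that the paper's tables print, 36 lie within the larger error of the values here. For CKMT1A/CKMT1B the paper's fold change is -30.02 and the value here is -22.06, or 0.44 apart on the log2 scale. None of the alternatives that give a fold for this pair reaches the paper's value: they range from -21.09 (arrays centred) to -22.62 (without KD 2). The other transcript of the pair has -29.84, a value chosen after seeing the values; taking it drops none of the paper's items. Counting this pair, 16 of the paper's folds lie outside the error with arrays centred, 9 after quantile normalization, 2 with Tukey's biweight average, 2 without KD 1, 2 without KD 3 and 2 without SCR 2. FOLH1/FOLH1B (-76.85 here, the paper's -78.75) does so with arrays centred, after quantile normalization, with Tukey's average and without KD 3.

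Counts called by limma here lie within 1.5 times of the paper's. The paper states another test, ANOVA with Bonferroni correction, and shows at least 5-fold changes. Here 5919 transcripts passed between KD and SCR, and the paper's count is 4238. The methods' ANOVA at an unadjusted p under 0.05 with 2-fold gave 4240, with 2022 higher (the paper's 2025) and 2218 lower (the paper's 2213), and with Benjamini-Hochberg adjustment and 2-fold 4213, with 2001 and 2212. Without KD 3 limma called 4237, with 2045 higher and 2192 lower. For SCR against WT 145 passed and the paper's count is 107. The ANOVA at an unadjusted p with 2-fold gave 113, and limma gave 108 without KD 2 and 115 without KD 3. Transcripts with 1 symbol alone also gave 107, but 3595 between KD and SCR. Under the stated ANOVA with Bonferroni correction 503 passed between KD and SCR and 8 between SCR and WT, far under the paper's counts. Of the ANOVA settings, only the unadjusted p with 2-fold lay near every one of these counts.

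The paper's Discussion puts 3 annexins at the top of the genes that rose, while its Table 1 lists MYOF, ANKRD1 and EDIL3 above ANXA3, where they stand here too. Among 1-symbol transcripts here they ranked 3, 7 and 10, with LINC00707, ANXA2P2, TM4SF1, MYOF and ANKRD1 among those above ANXA3. The SCR levels of ANXA1 and LINC00707 lie close to background, so both rises are lower bounds and their ranks are not exact. EPHA3, which the paper puts lowest, ranked 1 from the bottom among 1-symbol transcripts and 3 among all transcripts. Since its KD level and those of FOLH1B and SLITRK6 lie close to or under background, these ranks are not exact either. MMP2, for which the paper's qPCR gave a large change, had a log2 fold change of -0.04 on the arrays (SE 0.05, adjusted p = 1 from limma), a different assay. TWIST1, which the paper describes as strongly lowered by qPCR, had a log2 fold change of -0.49 on the arrays (SE 0.04, adjusted p = 0.045 from limma). That call was lost without any 1 of the 9 arrays. ZEB2, which the paper sets in opposition to TWIST1, was not tested here.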

Other observations

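No test in this part was chosen after the result was seen here, as the lists were fixed before the data were examined. Members that the paper's tables print, as in the SSX, POTE and neuroendocrine lists, had values seen in the paper. These lists are therefore not independent evidence. Genes chosen otherwise are marked. The SSX family fell in KD cells. Of 6 measured, SSX2/SSX2B among them, 6 were lower than in SCR and limma called 0 higher (0 also at an unadjusted p under 0.05), with a median log2 fold change of -2.91 (camera adjusted p = 3.0e-05, and adjusted p = 0.032 with an estimated correlation). SSX3, SSX9, SSX5, SSX1 and SSX7 had log2 fold changes of -4.97, -3.58, -2.25, -1.61 and -1.33, and signal shared between these similar genes was not tested apart. With the methods' ANOVA and Bonferroni correction SSX9, SSX5, SSX1 and SSX7 lost their calls, SSX1 also with 2 groups only. The SSX2 partner SSX2IP had -0.09 (adjusted p = 1) and did not pass, and RAB3IP had -0.71 (adjusted p = 0.013), a call lost with arrays centred, with the replicate block, with 2 groups only and without any KD or SCR array or WT 1.

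In the POTE family 9 of 10 fell and limma called 0 higher (0 also at an unadjusted p under 0.05; 10 lower when adjusted over the list alone), with a median of -2.82 (camera adjusted p = 1.7e-07, and adjusted p = 0.16 with an estimated correlation). Signal shared between these near-identical genes was not tested apart. Other cancer-testis antigens went both ways, with 3 of 41 higher and 6 lower (3 and 11 over the list alone; camera adjusted p = 0.09). BRDT and DDX43 rose by 3.96 and 3.37, and MAGEA1 and CTAG2 had -2.45 and -1.98. With the ANOVA and Bonferroni correction these 4 calls were lost. Of 26 genes of neuroendocrine cells 9 were lower, 3 higher and 14 did not pass (14 lower and 3 higher over the list alone), with a median of -0.27 (camera adjusted p = 0.0098, and adjusted p = 0.3 with an estimated correlation). UCHL1, a ubiquitin hydrolase, rose by 4.98 and NKX2-1 by 1.20, while the granin SCG3 had -5.23 and the splicing factor SRRM4 -3.11.

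HLA and other antigen presentation genes were higher in 8 of 21 cases and lower in 1, B2M (12 and 2 over the list alone), with a median of 0.35 (camera adjusted p = 2.6e-05, and adjusted p = 0.16 with an estimated correlation). HLA-B rose by 2.23 and HLA-DMA by 1.63, while B2M stood at 10.33 in KD, 11.02 in SCR and 10.25 in WT. Of 37 interferon-response genes 8 were higher and 1 lower (16 and 3 over the list alone), with a median of 0.04 and a mean of 0.39 (camera adjusted p = 0.0055, and adjusted p = 0.36 with an estimated correlation). IFI6 and HERC6 rose by 2.65 and 2.38, and RSAD2 had -0.81. B2M lost its call with 2 groups only, with the replicate block and without KD 1, KD 2, KD 3, SCR 1 or SCR 2, and RSAD2 with both of these fits and without any array but KD 3 and WT 3.

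Cell cycle genes were higher in 7 of 38 cases and lower in 2 (19 and 6 over the list alone), with a median of 0.23 (camera adjusted p = 5.8e-04, and adjusted p = 0.45 with an estimated correlation). CENPA and AURKA rose by 0.96 and 0.86, while MCM7 and PCNA had -0.69 and -0.62, calls lost with 2 groups only, with the replicate block and without any array (PCNA, also with arrays centred) or any but KD 1 (MCM7). Among 27 Polycomb genes 1 was higher (PHF19, 1.21) and 2 lower (BCOR, -1.55, and CBX7, -0.68, a call lost after quantile normalization, with the replicate block, with 2 groups only and without any 1 of the 9 arrays; 7 and 7 over the list alone; camera adjusted p = 0.69). Of 48 ribosomal protein genes 1 was higher (RPS29, 0.77, lost with 2 groups only), and limma called 0 lower (15 at an unadjusted p under 0.05; 12 higher and 7 lower over the list alone; camera adjusted p = 0.23).

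Of 20 basal epithelial genes 3 were higher, among them DSC3 (3.69) and DST (2.72), and limma called 0 lower (3 at an unadjusted p under 0.05; 5 higher and 1 lower over the list alone; camera adjusted p = 0.25). Stromal genes were higher in 4 of 28 cases and lower in 3 (6 and 8 over the list alone; camera adjusted p = 0.69). NT5E and CTHRC1 (1.41) rose, and IGFBP5 (-1.76) and LUM (-1.14, a call lost without any KD or SCR array) fell, while COL1A2 and SPARC, chosen after their values were seen, had -0.10 and -0.20. Among 20 genes of blood cells CD68 rose by 2.19, and limma called 0 lower (0 also at an unadjusted p under 0.05; camera adjusted p = 0.83). Of 18 endothelial genes limma called 0 higher and 0 lower (3 and 2 at an unadjusted p under 0.05; camera adjusted p = 0.71).

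Between SCR and WT some lists moved as groups by camera at its preset correlation, and none of them with an estimated one. Androgen-response genes were higher in 3 of 35 cases and limma called 0 lower (1 at an unadjusted p under 0.05; adjusted p = 4.0e-05, and 0.058 estimated), and luminal genes in 2 of 24 (adjusted p = 0.0056). POTE genes had a median of 0.54 and limma called 0 (9 higher at an unadjusted p under 0.05; adjusted p = 1.6e-14), and ribosomal genes 0.10 and 0 (18 higher unadjusted; adjusted p = 2.3e-13). Cell cycle genes had -0.07 and 0 (1 higher and 11 lower unadjusted, camera adjusted p = 5.9e-06) and histone genes -0.11 and 0 (10 lower unadjusted, camera adjusted p = 5.2e-04). The TGF-beta list had 0.07 with 1 higher (camera adjusted p = 0.0014). Near-identical POTE genes may share probe signal, which the preset correlation does not allow for (camera adjusted p = 0.16 with an estimated correlation).

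Under the methods' ANOVA with Bonferroni correction further calls of this part were lost: NKX2-1, HLA-B, HLA-DMA, B2M, IFI6, HERC6, RSAD2, CENPA, AURKA, MCM7, PCNA, PHF19, BCOR, CBX7, RPS29, CTHRC1, IGFBP5, LUM and RAB3IP.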
